# Ectopic *TLX1* Expression Accelerates Malignancies in Mice Deficient in *DNA-PK*

**DOI:** 10.1371/journal.pone.0089649

**Published:** 2014-02-26

**Authors:** Konstantin Krutikov, Yanzhen Zheng, Alden Chesney, Xiaoyong Huang, Andrea K. Vaags, Valentina Evdokimova, Margaret R. Hough, Edwin Chen

## Abstract

The noncluster homeobox gene *HOX11/TLX1* (*TLX1*) is detected at the breakpoint of the t(10;14)(q24;q11) chromosome translocation in patients with T cell acute lymphoblastic leukemia (T-ALL). This translocation results in the inappropriate expression of *TLX1* in T cells. The oncogenic potential of *TLX1* was demonstrated in *IgHμ-TLX1^Tg^* mice which develop mature B cell lymphoma after a long latency period, suggesting the requirement of additional mutations to initiate malignancy. To determine whether dysregulation of genes involved in the DNA damage response contributed to tumor progression, we crossed *IgHμ-TLX1^Tg^* mice with mice deficient in the DNA repair enzyme DNA-PK (*Prkdc^Scid/Scid^* mice). *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice developed T-ALL and acute myeloid leukemia (AML) with reduced latency relative to control *Prkdc^Scid/Scid^* mice. Further analysis of thymi from premalignant mice revealed greater thymic cellularity concomitant with increased thymocyte proliferation and decreased apoptotic index. Moreover, premalignant and malignant thymocytes exhibited impaired spindle checkpoint function, in association with aneuploid karyotypes. Gene expression profiling of premalignant *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* thymocytes revealed dysregulated expression of cell cycle, apoptotic and mitotic spindle checkpoint genes in double negative 2 (DN2) and DN3 stage thymocytes. Collectively, these findings reveal a novel synergy between TLX1 and impaired DNA repair pathway in leukemogenesis.

## Introduction

The homeobox gene *TLX1* encodes a member of the nonclustered subclass of homeodomain-containing transcription factors. *TLX1* was initially identified at the breakpoint of the t(10;14)(q24;q11) reciprocal chromosome translocation in patients with T cell acute lymphoblastic leukemia (T-ALL) [1], [2], [3]. This translocation places the entire *TLX1* coding region under the transcriptional control of the T cell receptor δ (*TCRδ*) promoter resulting in inappropriate expression of *TLX1* in T cells, and is found in ∼5% of pediatric T-ALL and 30% of adult T-ALL cases. *TLX1*-initiated T-ALL exhibits a block at the stage of β-selection [4]. This maturation arrest might be due to down regulation of the *BCL11B* tumor suppressor gene [5], [6] or as a result of recruitment of TLX1 by the transcription factor ETS1 to the enhancer of the TCR-α locus leading to repression of Vα-Jα rearrangements [7]. *TLX1* is not typically expressed in adult tissues but is critical for the development of the spleen during embryogenesis [8], [9], [10].

Transgenic mice have played a central role in defining the molecular mechanisms of *TLX1*-initiated hematopoietic malignancies. Transgenic mice in which the *TLX1* gene is placed under the control of the immunoglobulin heavy chain (*IgH*) promoter and enhancer, thus directing its expression predominantly to the B cell compartment (*IgHµ-TLX1^Tg^* mice), develop mature marginal zone B-cell lymphomas after an extended latency [11]. Surprisingly, although *IgHµ-TLX1^Tg^* mice express elevated levels of *TLX1* in thymocytes during the early stages of T lymphopoiesis, no cases of T-ALL have been detected in these mice. More recently, p56*^Lck^*-*TLX1* and doxycyline repressible *tet-TLX1* transgenic mice with T-cell specific *TLX1* expression have been reported [5], [12]. *TLX1* expression in T cells induces a block in thymocyte development at the DN2 stage and, similar to human *TLX1*-initiated T-ALL, *TLX1* transgenic mice develop cortical stage tumors with a heterogeneous CD4 and CD8 immunophenotype. Additionally, the doxycyline repressible *tet-TLX1* transgenic mice subsequently acquire activating *NOTCH1* mutations, consistent with reports that more than 50% of T-ALL patients carry *NOTCH1* activating mutations [13] and that NOTCH1 and TLX1 can coregulate transcription in T-ALL cells [14].

An association of TLX1 with aberrant cell cycle checkpoint regulation has been known for many years. In the first such report, TLX1 was shown to interact with protein phosphatases PP2A and PP1 to disrupt a G2/M cell cycle checkpoint [15]. Subsequently, high throughput comparison of gene expression profiles of two cell lines established from patients with *TLX1*-positive T-ALLs revealed modulated expression of numerous genes associated with G1/S progression [16]. More recently, multiple groups reported that ectopic expression of TLX1 results in dysregulation of the spindle checkpoint [5], [17], attributable, in part, to down-regulated expression of the mitotic checkpoint regulator CHEK1 [5]. One possible manifestation of such widespread subversion of cell cycle checkpoint control would be a loss of genomic integrity. Indeed, *TLX1*-transgenic mice exhibit a heightened predisposition for the development of whole chromosome copy changes [5], [17], [18].

*Prkdc* encodes the catalytic subunit of the DNA-dependent protein kinase (DNA-PKcs) which plays a critical role in the non-homologous end joining (NHEJ) pathway of DNA repair. It is also critical for V(D)J recombination, a process which relies on NHEJ to promote immune system diversity at the *Ig* or *TCR* loci. Mice harboring homozygous germline inactivating mutations in the *Prkdc* gene (*Prkdc^Scid/Scid^*) are viable but have severe combined immunodeficiency due to an inability to undergo V(D)J recombination. B cell development in these mice is arrested at the B220^+^CD19^+^IgM^-^ stage, whereas thymocyte development is arrested at the DN3 stage [19]. Critically, DNA-PK deficiency in mice contributes to genomic instability [20], [21], [22], [23] and *Prkdc^Scid/Scid^* mice are prone to the spontaneous development of T-ALL, AML and nonthymic tumors [24], [25], [26].

In this report, we tested whether increased genomic instability associated with DNA-PK loss collaborates with *TLX1* to accelerate T-ALL. To this end, we generated double mutant *IgHμ-TLX1* ^Tg^ *Prkdc^Scid/Scid^* mice and showed that these mice exhibit statistically significant accelerated onset of leukemia relative to *Prkdc^Scid/Scid^* mice. Moreover, we identify numerous genetic pathways that are perturbed in association with *TLX1* overexpression, including those involved in chromosome segregation, cell cycle checkpoints and apoptosis.

## Results

### Similar Premalignant Phenotypes in Young *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* Mice

To determine whether dysregulation of a DNA repair pathway collaborated with ectopic expression of *TLX1* in disease progression, we crossed *IgHμ-TLX1^Tg^* mice with CB17 ICR-*Prkdc^scid^* mice (referred to as *Prkdc^Scid/Scid^* mice). We chose to use the ICR background as it most resembles the outbred background of the CD1-TLX1 mice.

The thymi and spleens of control *Prkdc^Scid/Scid^* mice and double mutant *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice were initially examined at 6 weeks of age, prior to the development of any overt leukemia. Thymi from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice exhibited significantly reduced cellularity compared to wildtype mice, but was increased relative to those of *Prkdc^Scid/Scid^* mice (Table 1). Spleens of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice were also reduced in cellularity as compared to wild type mice, but were also increased as compared to spleens of *Prkdc^Scid/Scid^* littermates (Table 1). Due to the lack of lymphoid cells, Peyer’s patches and lymph nodes of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice were small and difficult to detect. Histologically, thymi of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice lacked cortico-medullary delineation and consisted of predominantly epithelial cells and immature thymocytes. In the spleen, lymphoid follicles and germinal centers were devoid of lymphoid cells and populated with fibroblasts and plasma cells. Bone marrow histology appeared normal.

**Table 1:** Absolute thymocyte and splenocyte numbers in premalignant mice.

	Wild type (×10^6^ cells) n = 20	*Prkdc^Scid/Scid^* (×10^6^ cells) n = 20	*IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* (×10^6^ cells) n = 20
**Thymocytes**	151±60	0.69±0.12	1.52±0.32
**Splenocytes**	122±60	8.13±2.8	10.26±3.2

### Expression of the *TLX1* Transgene in Thymocytes of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* Mice

The *TLX1* transgene in the double mutant mice was driven by the *IgHμ* promoter. Although the activity of the *IgHμ* promoter is typically restricted to B cells, leaky expression in thymocytes and myeloid progenitors has been reported [27], [28]. Therefore, to quantitate *IgHμ*-directed *TLX1* expression during T lymphopoiesis, thymocytes were derived from wild type, *Prkdc^Scid/Scid^* and *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice by co-culture of murine fetal liver cells-derived hematopoietic stem cells (HSCs) on OP9-DL1 stromal cells and *TLX1* expression was analyzed by RT-PCR (Figure 1A). Weak *TLX1* transgene expression was detected in DN1, DN2 and DN3 thymocytes and in CD44^-^CD25^-^ cells (Figure 1B). Expression was down regulated as cells progressed from DN1 to the DN3 stage and was significantly decreased in CD44^-^CD25^-^ cells, consistent with declining activity of the *IgHµ* promoter during thymocyte maturation as previously reported [27], [28]. Expression of *TLX1* was not detected in DN1, DN2, DN3 or CD44^-^CD25^-^ thymocytes derived from *Prkdc^Scid/Scid^* or wild type mice indicating that the *TLX1* detected originated from the *IgHμ-TLX1* transgene and not the endogenous mouse *Tlx1* gene. To confirm that the *TLX1* transgene was also expressed *in vivo*, quantitative RT-PCR analysis of thymocytes obtained from six week old *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* age- and sex-matched littermates was performed (Figure 1C). Expression of the *TLX1* transgene was detected in DN1, DN2, DN3 and CD44^-^CD25^-^ thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice (Figure 1D). Of note, the level of expression of the *IgHμ-TLX1* transgene in thymocytes was significantly lower than that detected in purified B220^+^ splenocytes from *IgHμ-TLX1^Tg^* mice.

**Figure 1:**
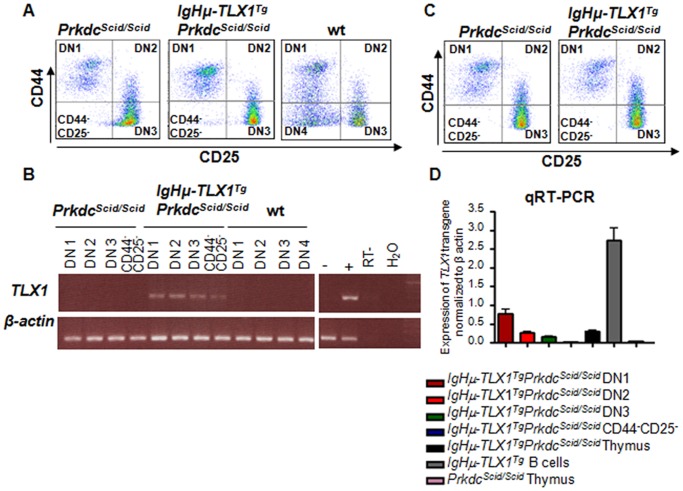
Expression of *TLX1* in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* premalignant thymocytes. (A) OP9-DL1 co-cultures were initiated using fetal liver-derived *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^, Prkdc^Scid/Scid^* and wild type (WT) HSCs. Thymocytes were harvested on day 7 and flow sorted into DN1, DN2, DN3 and CD44^-^CD25^-^ fractions on the basis of CD25 and CD44 expression. (B) RT-PCR analysis showing expression of the *TLX1* transgene in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^, Prkdc^Scid/Scid^* and WT thymocytes expanded in the OP9-DL1 co-culture system. Purified B220^+^ splenocytes isolated from wild type and *IgHµ-TLX1^Tg^* mice were used as negative and positive controls, respectively. *TLX1* expression was not detected in immature thymocytes derived from *Prkdc^Scid/Scid^* and WT mice. (C) Total thymocytes were obtained from thymi of six week old *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice and DN1, DN2, DN3 and CD44^-^CD25^-^ fractions were flow sorted based on CD44 and CD25 expression. (D) qRT-PCR analysis showing expression of the *TLX1* transgene in DN1, DN2, DN3 and CD44^-^CD25^-^ thymocytes flow sorted from the thymi of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice. B220^+^ splenocytes from healthy *IgHµ-TLX1^Tg^* mice were used as a positive control whereas thymocytes from *Prkdc^Scid/Scid^* mice were used as a negative control. Expression of the *TLX1* transgene in total thymocytes of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice is also shown.

### Accelerated Leukemogenesis in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* Mice

To determine whether ectopic expression of *TLX1* collaborated with DNA-PK deficiency in the pathogenesis of hematopoietic malignancies, a cohort of 60 *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice and 50 age and sex matched *Prkdc^Scid/Scid^* mice were followed for 24 months. At the end of this period, all mice had developed a malignancy with histological features and flow cytometric profiles consistent with either T-ALL or acute myeloid leukemia (AML) (Figure 2A). However, *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice succumbed to disease at earlier time points relative to *Prkdc^Scid/Scid^* littermates. The median survival of the complete cohort of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice, irrespective of disease diagnosis, was 6.6 and 10.25 months, respectively (Figure 2D). The one-year survival probability estimate of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice was also decreased relative to those of *Prkdc^Scid/Scid^* littermates developing either T-ALL or AML (Figure 2E).

**Figure 2:**
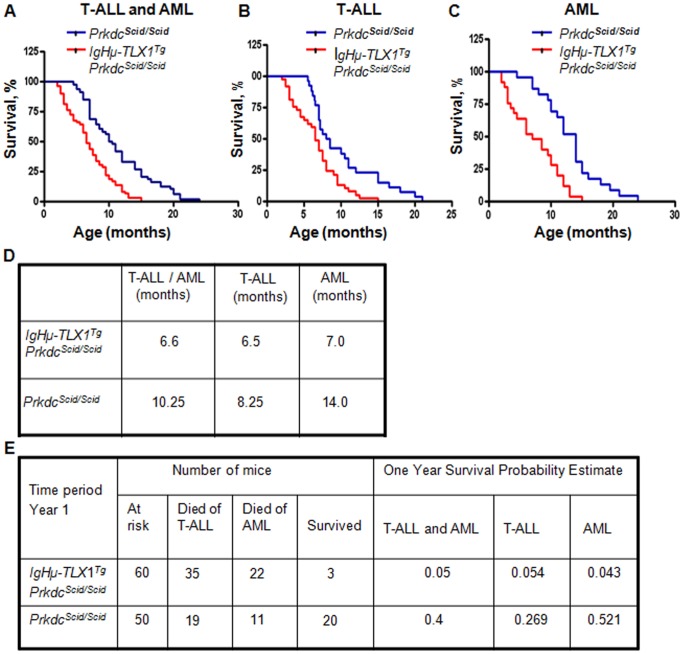
*TLX1* accelerates T-ALL and AML in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. Cohorts of mice were monitored for signs of disease for 25 months. A diagnosis of AML or T-ALL was made based on histological examination of bone marrow, spleen and thymic tissues. Survival of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice are indicated by blue or red lines, respectively. (A) Disease free survival of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice during the observation period, (p<0.0001). (B) T-ALL free survival of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice during the 25 month observation period, (p<0.003). (C) AML free survival of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice during the 25 month observation period, (p<0.0001). (D) Median survival of the complete *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mouse cohorts developing T-ALL and/or AML. The column labeled as T-ALL/AML corresponds to Figure 1A and shows the median survival of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice from cohorts developing either T-ALL or AML. The columns labeled T-ALL and AML correspond to Figure 1B and 1C and indicate median survival of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* or *Prkdc^Scid/Scid^* mice from cohorts developing T-ALL or AML respectively. (E) A one-year Kaplan-Meier survival probability estimate of the complete cohort of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice developing T-ALL or AML.

In total, 59% of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice and 54% of *Prkdc^Scid/Scid^* mice developed an immature T-cell leukemia. The median survival of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice with T-ALL was 6.5 months, whereas *Prkdc^Scid/Scid^* mice exhibited a protracted latency with a median survival of 8.25 months (Figure 2B, D). Histological examination of tissues of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice exhibiting T-ALL indicated thymic involvement in 100% of animals, while splenic and bone marrow infiltration of tumor cells was detected in 67% and 52% of mice, respectively. This suggests that the thymus was the primary site for disease initiation. The architecture of the thymus was disrupted with indistinguishable cortico-medullary delineation. The spleens had disrupted follicles, with patchy areas infiltrated with a large, relatively uniform population of lymphocytes having polylobulated pleomorphic nuclei with diffuse, loose, speckled, open chromatin and prominent nucleoli (Figure 3A).

**Figure 3:**
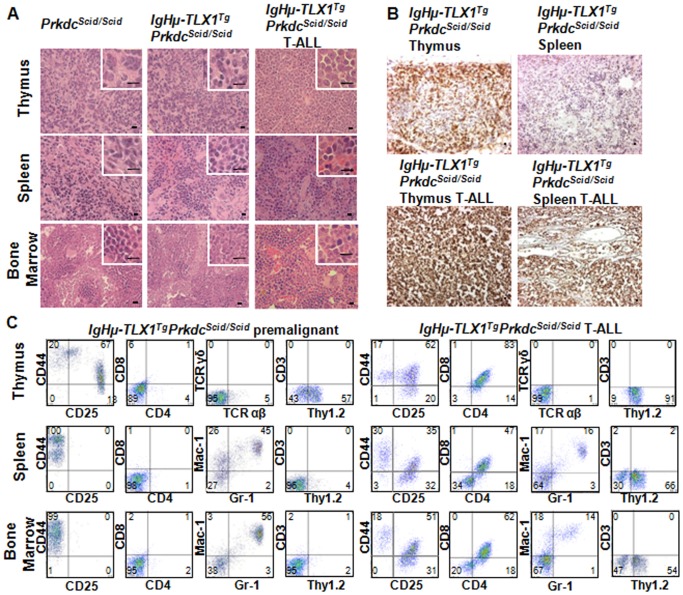
*TLX1-*induced T-ALL in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (A) Hematoxylin and eosin staining of tissues isolated from premalignant *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice diagnosed with T-ALL. Magnification x40 (overview) and x100 (insert). Scale bars, 10 µm. (B) Immunohistochemical analysis of thymus and spleen from a premalignant *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mouse and a moribund *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mouse stained with an anti-Thy1.2 antibody. Magnification x20. Scale bars, 10 µm. (C) Cells from thymi, spleens and bone marrow of premalignant and moribund *IgHµ*-*TLX1^Tg^Prkdc^Scid/Scid^* mice were examined for cell surface expression of CD44, CD25, CD4, CD8, CD3, TCRαβ, TCRγδ and Thy1.2 (for T cells) and Gr-1 and Mac-1 (for myeloid cells).

Immunohistological analysis was performed using frozen sections of thymi and spleens isolated from age- and sex-matched healthy and terminal *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice. Staining of sections with the pan T-cell antibody, Thy1.2, revealed numerous Thy1.2^+^ cells in the subcortical area of the thymi while Thy1.2^+^ cells were absent in the medullar area of thymi and were not detected in the spleens of healthy mice. In contrast, a homogeneous population of Thy1.2^+^ tumor cells was detected throughout the thymi and spleens of terminal mice (Figure 3B).

Flow cytometric analysis revealed heterogeneity in the tumor phenotype with respect to expression of CD4 and CD8 (Figure 3C) with tumor cells isolated from the thymus, spleen and bone marrow expressing both CD4 and CD8 or only CD4 with decreased levels of expression of CD44 and CD25. Other tumors consisted of CD44 and CD25 expressing cells with profiles typical of DN1, DN2 and DN3 cells or only DN3 thymocytes. Tumor cells did not expressed αβ- or γδ- T cell receptors, indicative of an immature thymocyte phenotype (Figure 3C). The majority (60%) of thymic tumors had a mixed phenotype expressing low-levels of CD4 and CD8 along with a combination of CD44 and CD25 (Figure 4).

**Figure 4:**
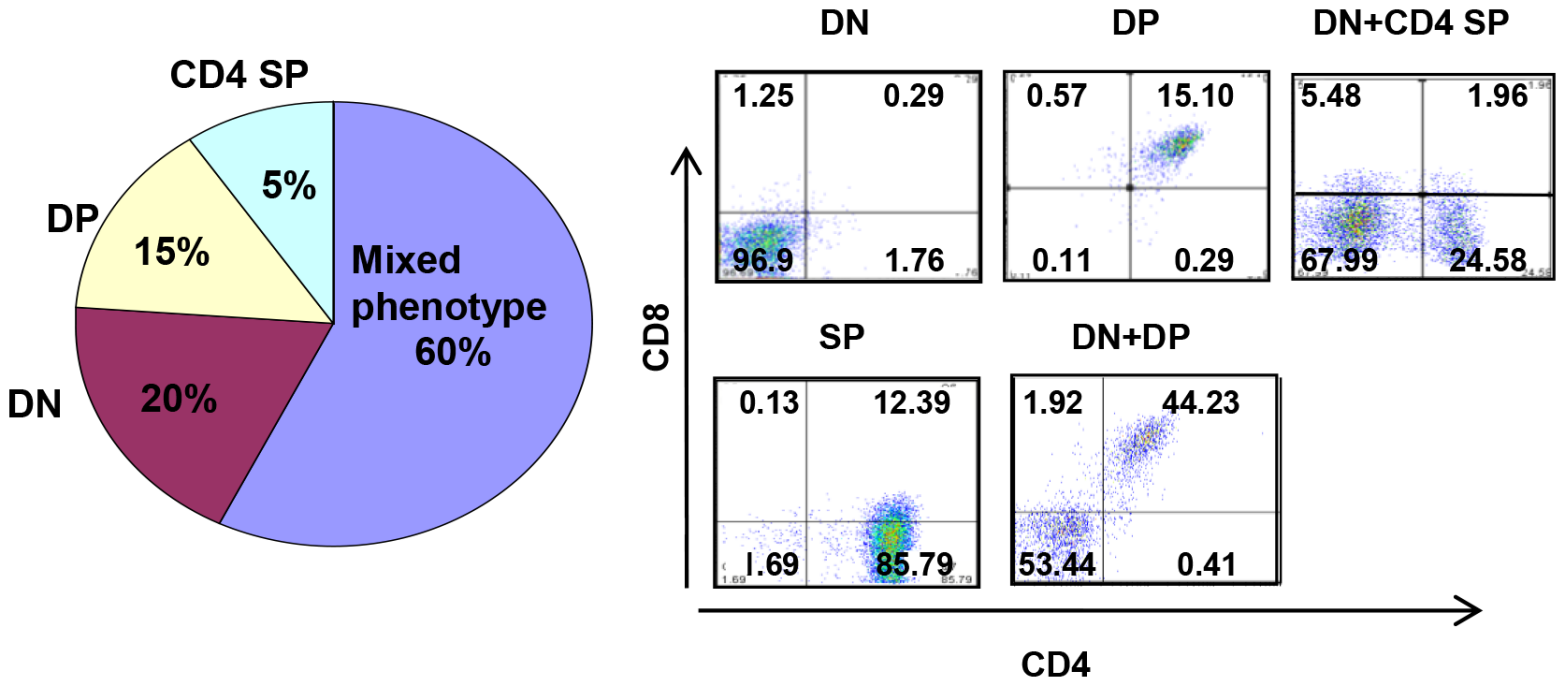
Immunophenotype of *TLX1*-induced T-ALL. Immunophenotype distribution showing heterogeneous expression of CD44, CD25, CD4 and CD8 in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* T-ALL. Representative flow diagrams showing heterogeneous expression of CD4 and CD8 in *TLX1*-initiated leukemia are presented.

Forty one percent of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice developed AML, with a median survival of 7.0 months and 46% of *Prkdc^Scid/Scid^* control mice developed AML with a median survival of 14.0 months (Figure 2C, D). In these cases, histological analysis of bone marrow and spleens from terminally ill mice revealed the presence of leukemic cells with a primitive myeloid phenotype (Figure 5A). Histological analysis indicated the absence of tumor cells in the thymus while flow cytometry analysis using CD44 and CD25 antibodies indicated that thymi contained a normal profile of immature DN thymocytes typical for mice with the *Prkdc^Scid/Scid^* mutation (Figure 5B). Moreover, thymocytes did not express TCRβ, CD3, CD4 and CD8 receptors and thus, had not progressed beyond the DN3 stage of development. Flow cytometric analysis of bone marrow and spleens cells stained with Gr-1 and Mac-1 antibodies revealed an increased proportion of Mac-1^lo^Gr-1^lo^, Mac-1^hi^Gr-1^int^ and Mac-1^hi^Gr-1^lo^ cells in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice relative to *Prkdc^Scid/Scid^* mice, supporting a diagnosis of AML.

**Figure 5:**
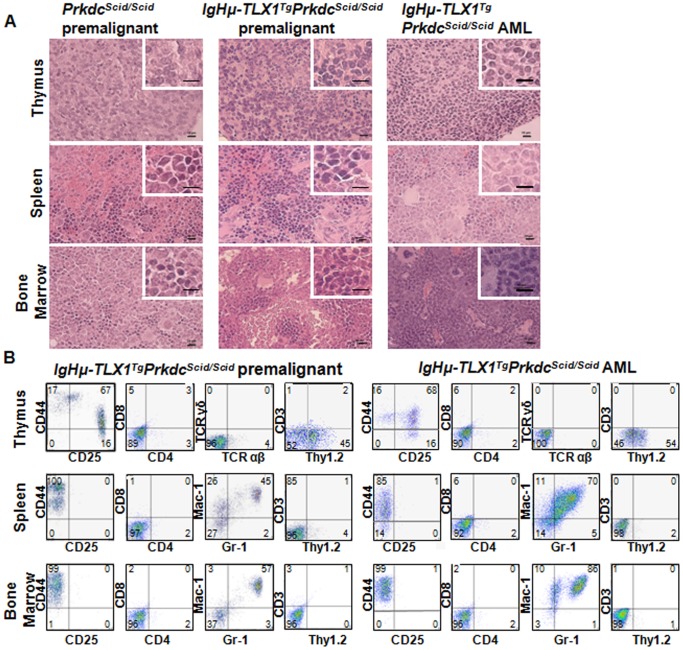
*TLX1-*induced AML in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (A) Hematoxylin and eosin staining of tissues isolated from premalignant *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice and from *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice diagnosed with AML. Magnification x40 (overview) and x100 (insert). Scale bars, 10 µm. (B) Cells from thymi, spleens and bone marrow of premalignant and moribund *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice were examined for cell surface expression of CD44, CD25, CD4, CD8, CD3, TCRαβ, TCRγδ and Thy1.2 (for T cells) and Gr-1 and Mac-1 (for myeloid cells).

### Leukemic Thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice Exhibit Molecular Features Reminiscent of Human T-ALL

To test whether the T-ALL-like disease seen in the *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice resembled human T-ALL at a molecular level, we assessed the expression of several genes which had previously been shown to be associated with the progression of human T-ALL such as *NOTCH1*, *PTEN* and *BCL11B* [5], [13], [29], [30] in ten tumors isolated from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice. Consistent with gene expression patterns in human T-ALLs, these analyses revealed a statistically significant (p<0.05) reduction in the expression of *Bcl11b* and *Pten* in T-ALL arising in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice relative to tumors isolated from *Prkdc^Scid/Scid^* mice (Figure 6). Furthermore, elevated expression of *Notch1* was detected in six of ten tumors isolated from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice relative to *Prkdc^Scid/Scid^* mice (p<0.05). These data indicated that malignant thymocytes derived from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice exhibited a similar pattern of expression of a subset of genes that has previously been implicated in *TLX1*-initiated human T-ALL.

**Figure 6:**
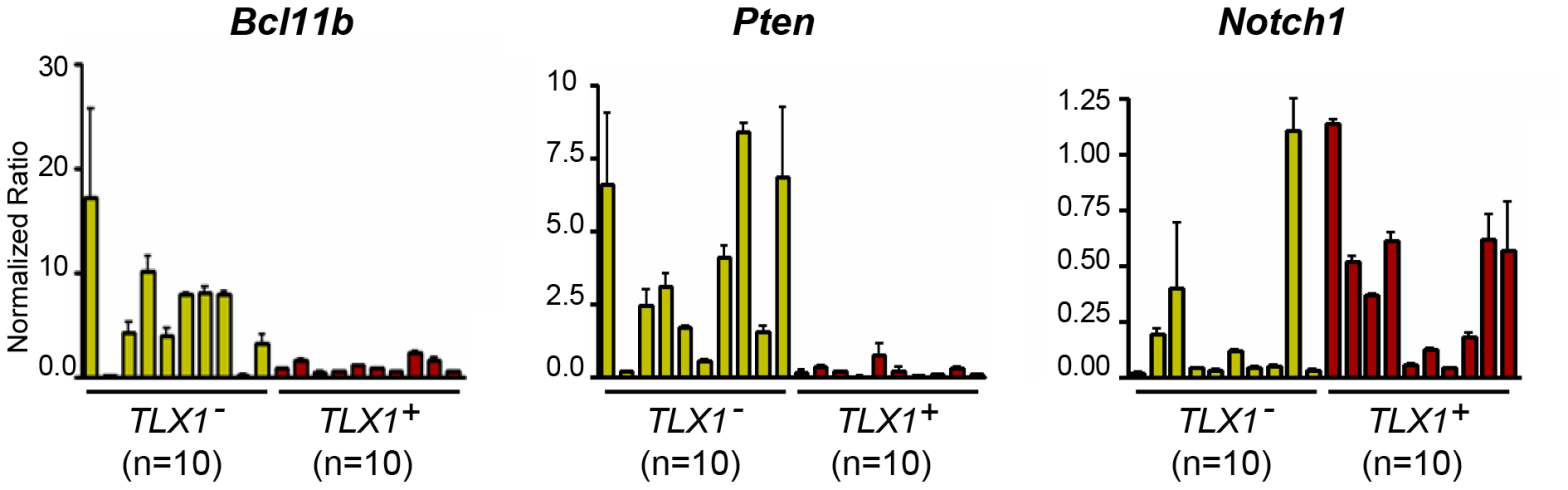
qRT-PCR analysis of thymic tumors derived from *Prkdc^Scid/Scid^* and *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice. qRT-PCR analysis of expression of *Bcl11b*, *Pten* and *Notch1* in tumors isolated from ten *Prkdc^Scid/Scid^* and ten *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. Data were normalized relative to *β-actin*. Each bar represents one tumor sample.

### Gene Expression Profiling in Premalignant Thymocytes Reveals Dysregulated Expression of Genes Involved in Cell Cycle, Apoptosis and Chromosome Segregation

Next, we sought to interrogate the molecular pathways dysregulated in the earliest stages of *TLX1*-induced transformation in the context of *Prkdc* deficiency. Therefore, we purified premalignant DN1, DN2 and DN3 thyomocytes from four cohorts of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice and four cohorts of control *Prkdc^Scid/Scid^* mice, and compared their gene expression profiles using Affymetrix Gene Chip microarrays (Figure S1A–B). 

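*Cd44*, which encodes an adhesion receptor used in the sort, had a mean log2 signal of 10.58 ± 0.27 (SD, n = 4 pools) in *IgHμ-TLX1 TgPrkdc Scid/Scid* (TLX1) DN1 thymocytes and of 10.46 ± 0.45 in *Prkdc Scid/Scid* (control) DN1 thymocytes. It was at 6.71 ± 0.22 and 6.89 ± 0.41 in TLX1 and control DN2 thymocytes, and at 3.92 ± 0.72 and 3.96 ± 0.23 at DN3. *Il2ra*, which encodes CD25, was at 9.44 ± 0.52 in TLX1 and 9.24 ± 0.29 in control thymocytes at DN1, and at 12.22 ± 0.12 and 12.31 ± 0.12 at DN2. *Ptcra*, which encodes the pre-TCR α chain, was at 9.43 ± 0.44 and 9.41 ± 0.38 at DN2, and varied most between pools at DN1, with an SD of 1.77 among TLX1 pools and of 2.55 among control pools. *Xist*, expressed from the inactive X chromosome, had log2 signals of 12.3 to 12.9 on the 12 arrays of female pools and of 3.55 to 5.48 on the 12 arrays of male pools. *Prkdc* had log2 fold changes (TLX1 against control) of 0.075, 0.11 and 0.11 at DN1, DN2 and DN3. The mouse *Tlx1* probe set, which may not read the human transgene, had signals of 4.51 to 11.4 in TLX1 pools and of 2.75 to 17.3 in control pools over the 3 stages. Each of the 24 Affymetrix mouse arrays held RNA of one pool of 2 to 5 mice at one stage, and each pool gave all 3 stages. The values are the authors' MAS5 signal intensities, which have a trimmed mean of 150 on every array. They were set to at least 1 and log2 transformed, and the 60% of probe sets with the highest mean over all arrays (27022) were compared between 4 TLX1 and 4 control pools at each stage with limma. The 3'/5' index of an array, the mean log2 difference between the 3' and 5' control probe sets of *Actb* and *Gapdh*, was 0.057 ± 0.075 in TLX1 and 0.26 ± 0.16 in control pools at DN1 (exact permutation test, p = 0.0857). It was 0.22 ± 0.11 and 0.52 ± 0.33 at DN2 (exact p = 0.0571). At DN3 it was 0.18 ± 0.11 in TLX1 pools and 0.53 ± 0.030 in control pools (exact p = 0.0286), with no overlap between 0.10 to 0.34 and 0.50 to 0.57. Adjusted over the 9 tests of the index and its parts, each of the 3 was 0.129. Cells outside the DN1 to DN3 gates made up 65.4% of control pool 3 and 21.2% of TLX1 pool 2, against 0.1% to 0.9% of the other pools.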

Each cohort consisted of 2–5 sex- and age-matched mice. From this analysis, we identified 103 *TLX1*-associated differentially expressed genes (DEGs) in DN1 thymocytes, (89 up regulated genes, 14 down regulated genes), 151 DEGs in DN2 thymocytes (139 up regulated, 12 genes down regulated) and 522 DEGs in DN3 thymocytes (495 up regulated, 27 genes down regulated) (Figure 7A, Tables S1–3). 

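Large differences lay in 3 probe sets that were near background in every control pool, so the size of their fold changes depends on the floor. The probe set named LOC433762 in the paper's tables had signals of 492 to 1200 in TLX1 DN1 pools and of 10.1 to 17.3 in control DN1 pools. This is a log2 fold change of 5.66 (standard error 0.32, adjusted p = 0.00136 from limma), and at DN3 it was 7.55 (standard error 0.53, adjusted p = 0.00224). A probe set with no gene name rose by a log2 fold change of 8.82 at DN2 (standard error 0.49, adjusted p = 0.0020) and of 8.40 at DN3 (standard error 0.45, adjusted p = 0.000521). The 5830417I10Rik probe set of the paper's tables, which matches 2 genes, rose by 3.50 at DN3 (standard error 0.19, adjusted p = 0.000521), from 5.00 to 8.86 in control pools to 68.0 to 79.5 in TLX1 pools. At the other stages these 3 probe sets had log2 fold changes of 7.56 (LOC433762, DN2, adjusted p = 0.240), 6.79 (the unnamed one, DN1, adjusted p = 0.0871), 2.79 and 3.31 (5830417I10Rik, DN1 and DN2, adjusted p = 1.0). *Polh*, which encodes the translesion DNA polymerase η, rose by 3.56 at DN3 (standard error 0.20, adjusted p = 0.000614), with signals of 26.2 to 35.7 in TLX1 pools and of 1.82 to 3.33, close to the floor, in control pools. *Cep89*, which encodes a centriole protein, rose by 1.22 at DN3 (standard error 0.13, adjusted p = 0.0379), from 13.3 to 14.6, also near background, in control pools to 28.2 to 35.0 in TLX1 pools. Its fold change ranged from 0.49 to 1.55 over 21 alternatives. In all, 1 probe set was higher in TLX1 pools at DN1, 1 at DN2 and 5 at DN3 at an adjusted p under 0.05, and 0 were lower at any stage. An unpaired t-test with the same adjustment called 0, 0 and 4. With the 3'/5' index as a covariate, an alternative chosen after the data were seen, limma called 0, 1 and 0. With it the fold changes stayed large and the standard errors were larger: LOC433762 had 5.46 at DN1 (standard error 0.44) and 9.09 at DN3 (standard error 1.41), the unnamed one 8.26 at DN2 (standard error 0.54) and 9.08 at DN3 (standard error 1.28), and at DN3 5830417I10Rik had 3.86 (standard error 0.52), *Polh* 3.84 (standard error 0.58) and *Cep89* 1.55 (standard error 0.33). An unadjusted p under 0.05 was reached by 466, 953 and 1628 probe sets at DN1, DN2 and DN3, where chance gives 1351.1. TLX1 and control pools did not overlap for 339 (1.25%), 742 (2.75%) and 1052 (3.89%) probe sets, where chance gives 2.86%. At the paper's thresholds, an unadjusted p of at most 0.05 and a fold change of 1.4, limma gave 247 higher and 168 lower probe sets at DN1, 250 and 428 at DN2, and 900 and 269 at DN3. The share of higher probe sets was 59.5%, 36.9% and 77.0%, against 51.3%, 59.8% and 67.8% after quantile normalization and 52.2%, 71.0% and 70.9% after median centring. With the 3'/5' index as a covariate it was 71.3%, 23.9% and 46.4%, so the direction at DN3 turned. The index does not overlap between TLX1 and control pools at DN3, so this fit cannot separate index from genotype there. Of the 35 ways to split the 8 pools into 4 and 4, the real one among them, 25, 21 and 10 gave at least as many probe sets at these thresholds at DN1, DN2 and DN3. With 1 pool left out, the DN1 counts moved by over 1.5 times to 155 (TLX1 pool 1), 375 (control pool 4) and 514 (control pool 3) higher, and to 371 (TLX1 pool 4) and 533 (control pool 3) lower. At DN2 they moved to 146 (TLX1 pool 1), 160 (TLX1 pool 3), 389, 405 and 445 (control pools 1, 2 and 4) and 502 (TLX1 pool 4) higher, and to 663 (control pool 1) and 1008 (TLX1 pool 4) lower. At DN3 they moved to 1364 higher (control pool 4), and to 179 (control pool 2), 437 (TLX1 pool 4) and 439 (control pool 3) lower.

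**Figure D1:**
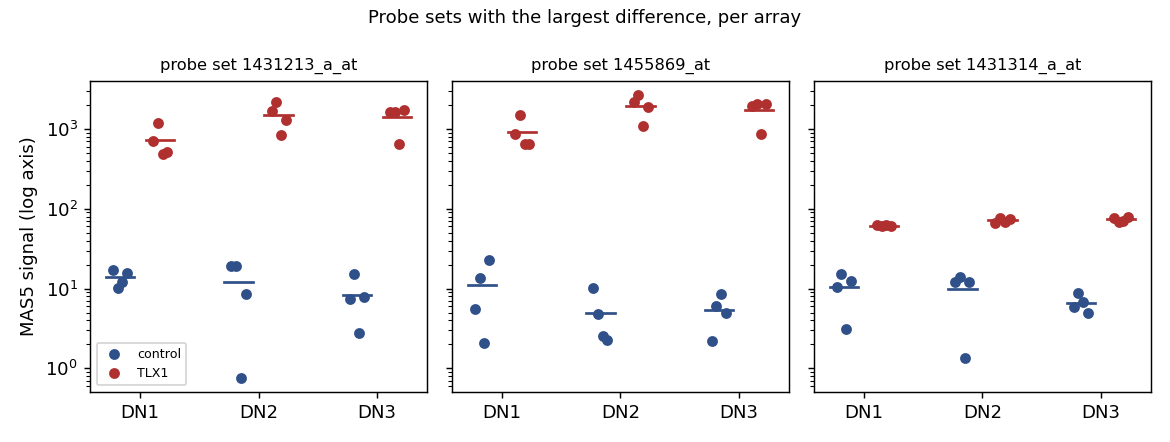
MAS5 signal (log axis) of 3 probe sets with large differences in each pool at DN1, DN2 and DN3, control pools in blue and TLX1 pools in red, with lines at the means. Every TLX1 pool lies above every control pool, from 60.0 upward for 5830417I10Rik.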

The over-abundance of DEGs in the DN3 fraction suggested that the effects of TLX1 on target gene expression were more profound at more mature stages of thymocyte development.

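*Lama5*, which encodes a laminin chain, had a difference in the log2 TLX1 effect of −3.49 between DN3 and DN1 (standard error 0.46, adjusted p = 0.063), but its mean log2 signals, 2.10 and 4.01 in control and 4.06 and 2.48 in TLX1 pools at DN1 and DN3, are close to the floor, so its size depends on the floor, and with an offset of 32 the DN1 effect of 1.96 fell to 0.45. *Ccdc153* had a difference of −3.38 between DN2 and DN1 (standard error 0.56, adjusted p = 0.386) from a mean log2 signal of 0.98 in control DN1 pools, also close to the floor, and the chemokine gene *Cxcl11* one of −2.58 between DN3 and DN2 (standard error 0.48, adjusted p = 1.0). *Cxcl11* had signals of 1.79 to 3.00 in control DN2 pools, close to the floor too. Its DN2 effect of 2.53 ranged from 0.38 to 2.70 over 21 alternatives. *Mcm3*, which encodes a replicative helicase subunit, had in 1 probe set a difference of 1.29 between DN3 and DN2 (standard error 0.29, adjusted p = 1.0). These 4 were taken from the probe sets with the smallest p after their values were seen. No probe set had an effect that differed between stages at an adjusted p under 0.05 (0 of 27022 for each of DN2 against DN1, DN3 against DN1 and DN3 against DN2). The test was limma's interaction of genotype and stage over all 24 arrays, with each pool as a block. An unadjusted p under 0.05 was reached by 972, 872 and 781 probe sets in the 3 comparisons, where 1351.1 are expected by chance. With pools as a random block, the comparison of DN3 and DN1 gave 1 call. So did DN2 against DN1 without TLX1 pool 4, DN3 against DN1 without control pool 4, and DN3 against DN2 without TLX1 pool 2. The median standard error of a log2 fold change was 0.28 at DN1, 0.23 at DN2 and 0.22 at DN3.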

**Figure 7:**
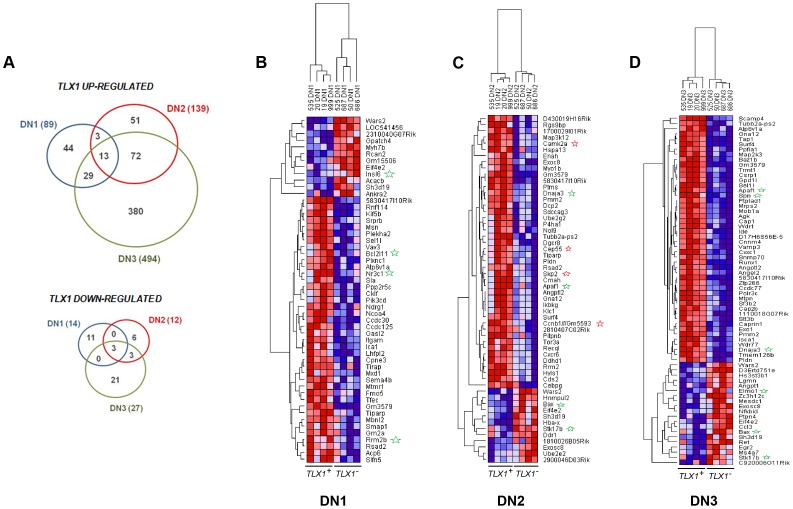
Heat map of the top ranking differentially expressed genes in flow sorted premalignant thymocytes. (A) Venn diagrams depicting TLX1-associated up-regulated and down-regulated genes in DN1, DN2 and DN3 fractions. (B–D) Gene expression heat map of the top ranking differentially expressed genes in DN1 (B), DN2 (C) and DN3 (D) flow-sorted thymocytes from *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice. For each heat map, the first four columns (*TLX1* ^+^) show *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* thymocyte-derived samples, and the last four columns (*TLX1* ^-^) represent samples derived from thymocytes of *Prkdc^Scid/Scid^* mice.

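Of the probe sets at the paper's thresholds, 19 were higher in TLX1 thymocytes at all 3 stages and 2 were lower. *Sec61a1*, which encodes the channel of the endoplasmic reticulum translocon, was among the 19 with 2 probe sets, with log2 fold changes of 0.52, 0.85 and 1.29 at DN1, DN2 and DN3 for one of them (standard errors 0.22, 0.26 and 0.19). *Tiparp*, which encodes a mono-ADP-ribosyltransferase, had 1.02, 1.05 and 1.18 (standard errors 0.30, 0.43 and 0.30). *Ptms*, which encodes parathymosin, had 1.83, 2.92 and 2.39 (standard errors 0.33, 0.67 and 0.57), but its signals in control pools were close to the floor (4.82 to 10.7, 0.969 to 9.10 and 1.47 to 8.44), and by the median of its probe sets it had 0.065 at DN1. *Rsad2*, an interferon-stimulated gene, had 0.82, 0.72 and 0.50 (standard errors 0.28, 0.31 and 0.21). *Wars2*, which encodes the mitochondrial tryptophanyl-tRNA synthetase, was one of the 2 lower probe sets, with −0.66, −0.53 and −0.63 (standard errors 0.19, 0.14 and 0.13). *Vav3*, *Sin3a*, *Smap1*, *Rprd2*, *Pcyt1a* and *Mfap3* completed the higher probe sets that match a single gene. All these genes had an adjusted p of at least 0.270 from limma at each stage. Between 2 stages, 25 higher probe sets were shared by DN1 and DN2, 73 by DN1 and DN3, and 111 by DN2 and DN3, and 7, 9 and 26 lower ones. Independent lists of these sizes would share 2.29, 8.23 and 8.33 higher and 2.66, 1.67 and 4.26 lower probe sets, but the 3 stages come from the same pools, which adds shared differences between mice. Of the 35 splits of the pools into 4 and 4, 18, the real one among them, gave at least 21 probe sets with one sign at all 3 stages, and 1 split gave 553.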

Heat maps of the top ranked DEGs for each DN fraction are shown in Figure 7B–D. Analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) software revealed a disproportionate representation of cell cycle- and apoptosis-related genes amongst the TLX1-associated DEGs across all DN subpopulations. In total, the expression of 4, 12 and 28 genes which regulate cell cycle progression, and 10, 15 and 48 genes which regulate apoptosis were dysregulated in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* DN1, DN2 and DN3 thymocytes, respectively (Tables S1–3). 

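*Sin3a*, which encodes a corepressor scaffold and is marked for both functions at DN1, was higher in TLX1 DN1 pools with signals of 67.0 to 89.9 against 44.9 to 74.6 in control pools. *Nr3c1*, the glucocorticoid receptor gene, marked for apoptosis, had a log2 fold change of 1.09 at DN1 (standard error 0.24), but −0.30 by the median of its probe sets. *Dock1* had 0.95 (standard error 0.29) and *Btg2* 0.65 (standard error 0.23) at DN1. At DN2, *Brca1*, which acts in homologous recombination, had 0.74 (standard error 0.16) and 1.01 (standard error 0.41) in its 2 marked probe sets. Its brightest probe set had 0.16 (standard error 0.24) at DN2 and −0.027 (standard error 0.27) at DN3. The ubiquitin ligase gene *Skp2* had 0.44 (standard error 0.23) and 1.41 (standard error 0.62) at DN2 in its 2 marked probe sets. The second of these had signals of 6.45 to 26.1 in control DN2 pools and 6.01 to 21.2 at DN3, near the floor. The chromatin gene *Rbbp4* had 0.52 (standard error 0.19) and 1.22 (standard error 0.49) in its 2 at DN2, and 0.59 (standard error 0.16) and 1.65 (standard error 0.28) at DN3, where the smaller values come from the brighter probe set. At DN3, *Skp2* had 1.97 (standard error 0.36) in its 1 marked probe set, *Uhrf1* 1.15 (standard error 0.25) and *Cdk6* 1.24 (standard error 0.30). By its brightest probe set *Cdk6* was lower in TLX1 DN3 pools, with values of −0.39 to 0.020 over 22 alternatives. Of the genes marked for apoptosis at DN3, *Dffb*, which encodes the caspase-activated DNase, had 1.44 (standard error 0.26), *Serinc3* 1.36 (standard error 0.28) and the BH3-only gene *Bcl2l11* 0.85 (standard error 0.14). These genes were chosen after their values were seen, and each had an adjusted p of at least 0.304 from limma. All 4, 12 and 28 probe sets that the paper marks for the cell cycle at DN1, DN2 and DN3 had the paper's sign, and 1, 8 and 25 of them were at its thresholds. All 10, 15 and 48 probe sets marked for apoptosis did too, with 4, 7 and 40 at the thresholds. Only the unnamed probe set, marked for the cell cycle at DN2, had an adjusted p under 0.05. The marked probe sets were chosen on these samples, so their direction is not independent evidence.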

Amongst apoptotic regulators which were dysregulated, the majority were anti-apoptotic genes which were up-regulated (*Prnp, Stambp, Men1, Dhcr24, Aars, Akt1, Bre, Rasa1, Adora2a, Api5, Dnajc5, Stat5a, Tnfaip3, Gsk3b, Ikk-β*, *Pik3cd, Prkacb* and *Akt/Pkb*), while some apoptosis-inducing genes were down regulated (*Bax, Stk17b* and *Elmo1*). 

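*Pik3cd*, which encodes the p110δ catalytic subunit of PI3-kinase, had log2 fold changes at DN3 of 2.36 (standard error 0.56) and 1.77 (standard error 0.42) in the probe sets of the paper's table, and of −0.11 (standard error 0.18) in its brightest probe set. The first of these had signals of 1.86 to 11.6 in control pools, close to the floor, so its fold change depends on the floor, and the table's probe set of *Tnfaip3* had 8.58 to 24.6. *Ikbkb*, which encodes the kinase IKK-β, had 1.07 (standard error 0.20) in the table's probe set and −0.0091 (standard error 0.15) in the brightest. *Akt1*, a survival kinase gene, had 0.59 and −0.065, *Stat5a* 0.92 and −0.25, *Rasa1* 0.95 and −0.16, *Api5* 0.73 and −0.14, and the NF-κB inhibitor gene *Tnfaip3* 0.80 and −0.32, in the same order. *Prnp* had 0.98 and 0.40, *Prkacb* 0.83 and 0.53, *Aars* 0.61 and 0.42, *Stambp* 0.57 and 0.15, and *Babam2* (*Bre*) 0.55 and 0.13. *Men1* had 0.79 and 0.00053, *Gsk3b* 0.63 and 0.0025, and *Dnajc5* 0.61 and 0.046. Of the genes described as apoptosis-inducing and analysed here, *Stk17b* had −0.57 in the table's probe set and 0.12 in the brightest, and *Elmo1* had −0.31 and −0.080. The adjusted p from limma was at least 0.340 for each of these probe sets at DN3. From the slopes on the 3'/5' index within groups, a test chosen after the data were seen, the table's probe sets of *Pik3cd* have predicted changes of 1.84 and 0.79, and those of *Stat5a*, *Akt1* and *Men1* 1.16, 1.02 and 0.89, while their brightest have −0.42, 0.21, 0.15 and 0.20. Without control pool 3 the table's probe sets have 1.94, 0.29, 1.22, 1.47 and 0.75 in the same order. The brightest then have −0.88, 0.46, 1.03 and 0.30. Over all 26 pairs at DN3 the median predicted is 0.57 for the table's probe sets (0.54 to 0.67 with each pool left out) and 0.10 for the brightest (0.047 to 0.15), so RNA quality is not set apart from TLX1 here. Read from the brightest probe set over all 24 arrays, the 15 anti-apoptotic genes analysed here had a median log2 fold change of 0.00053 at DN3, with 8 positive and 7 negative (camera, adjusted p = 0.741). No gene of either group was called at any stage, over all probe sets or adjusted over the list alone, and 1 of the 15 had an unadjusted p under 0.05 at DN3. The anti-apoptotic group had an adjusted p of 0.999 at DN1 and 0.963 at DN2, and the 2 apoptosis-inducing genes analysed here had 0.916, 0.654 and 0.945 at DN1, DN2 and DN3. Over 23 alternatives the DN3 value for the anti-apoptotic group ranged from 2.06e-08, with the median of each gene's probe sets (median log2 fold change 0.36), to 0.999. Both groups were chosen by the paper on these samples, so they are not independent evidence. Of 15 anti-apoptotic genes set by their function, among them *Bcl2* and IAP family genes and *Api5* of the paper's group, *Birc3* had −0.16, *Birc2* −0.13, *Api5* −0.14 and *Xiap* 0.25 at DN3 (camera, adjusted p = 0.960, 0.916 and 0.963 at DN1, DN2 and DN3). Of 25 pro-apoptotic genes, *Hrk* had −0.80, *Casp6* 0.29, *Casp2* −0.25 and *Bad* 0.25 at DN3 (adjusted p = 0.963 at each stage).

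**Figure D2:**
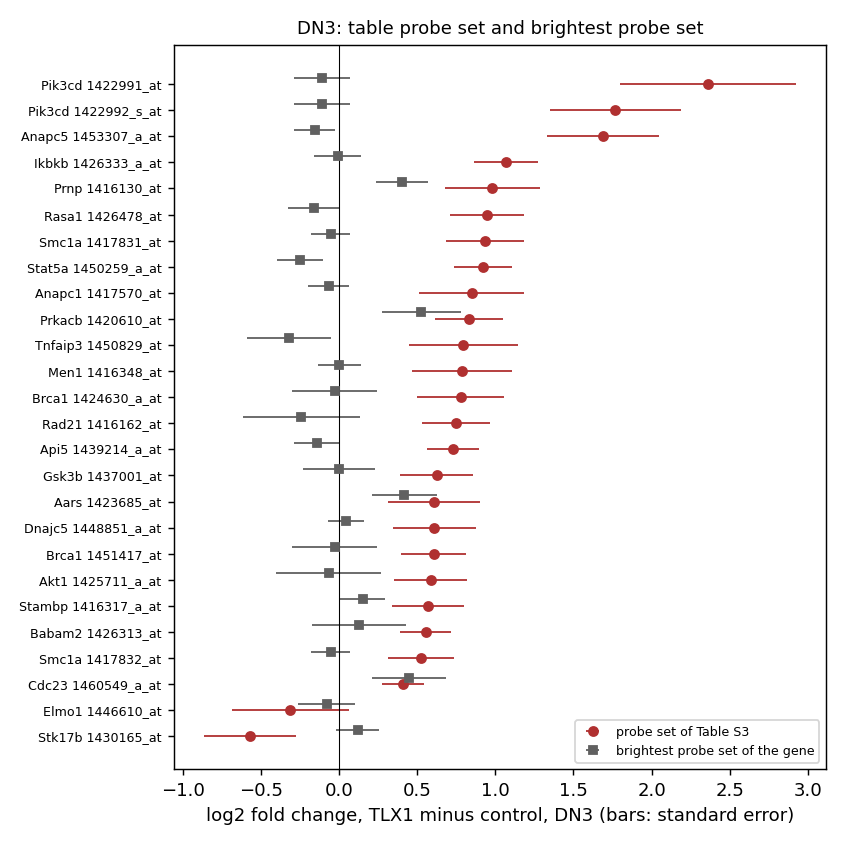
Log2 fold change at DN3 (TLX1 against control, 4 pools each, bars show standard errors) of the probe set in the paper's table (red circles) and of the same gene's brightest probe set (grey squares). The median is 0.76 for the table's probe sets and −0.040 for the brightest in the same direction, and the 3'/5' index predicts 0.57 and 0.10.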

Among the differentially expressed cell cycle regulators, genes involved in mitotic spindle checkpoint regulation, such as components of the anaphase promoting complex (APC) (*Anapc1, Anapc5, Cdc23*), regulators of chromosome segregation (*Anapc1, Anapc5, Cdc23, Smc1a, Rad21* and *Stag1)* and cohesion subunits (*Smc1a, Rad21* and *Stag1*) were prominent. 

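*Anapc5*, a subunit gene of the anaphase promoting complex, had a log2 fold change of 1.69 at DN3 (standard error 0.36, adjusted p = 0.386 from limma) in the probe set of the paper's table. Its 5 other probe sets lay between −0.22 and −0.12. From its slope on the 3'/5' index within groups, a test chosen after the data were seen, the table's probe set has a predicted change of 1.57 (0.72 without control pool 3), and the brightest one 0.019 (−0.23 without that pool). *Anapc1* had 0.85 (standard error 0.34) in the table's probe set and −0.065 (standard error 0.13) in its brightest, and *Cdc23* had 0.41 (standard error 0.13) and 0.45 (standard error 0.24). The cohesin gene *Smc1a* had 0.93 (standard error 0.25) and 0.52 (standard error 0.21) in the table's probe sets and −0.052 (standard error 0.12) in its brightest. *Rad21*, the cleavable cohesin subunit gene, had 0.75 (standard error 0.22) and −0.24 (standard error 0.37), and *Stag1* had 0.63 (standard error 0.24) and 0.065 (standard error 0.17). The index predicts 0.90 and −0.46 for the 2 probe sets of *Rad21* (0.36 and −1.81 without control pool 3), and 0.71, 0.44 and 0.11 for the 3 of *Smc1a* (0.58, 0.62 and −0.094 without that pool). Over 26 pairs from 23 genes that the paper names, the brightest probe set had the opposite sign to the table's in 16 pairs at DN3. In 1 pair (*Prkacb*) it reached a fold change of 1.4 in the table's direction. *Smc1a*, *Pik3cd* and *Brca1* each have 2 of the 16 pairs, with the same brightest probe set in both. The 6 genes, which the paper chose on these samples, had a median of −0.059 at DN3 by their brightest probe sets (camera, adjusted p = 0.741, 0.581 and 0.963 at DN1, DN2 and DN3). Of 16 genes of the complex and its activators, *Fzr1* had 0.40, *Anapc13* −0.29, *Cdc23* 0.45 and *Anapc16* 0.23 at DN3 (adjusted p = 0.581, 0.467 and 0.654). Of 23 cohesin and condensin genes, *Ncapd2* had 0.29, *Smc6* 0.32, *Smc4* −0.12 and *Stag2* −0.11 at DN3 (adjusted p = 0.960, 0.297 and 0.963). In these 3 lists limma called 0 genes at any stage over all probe sets and 0 adjusted over the list alone, and 1 gene of the complex (*Fzr1*) had an unadjusted p under 0.05 at DN3.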

Consistent with this, gene set enrichment analysis (GSEA) applied to the DN1, DN2 and DN3 datasets separately also revealed enrichment of genes encoding components of the spindle complex in TLX1-associated targets from DN2 thymocytes (NES = 2.21, q-value = 0.02) (Figure S2).

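Genes of the spindle checkpoint and kinetochore were higher in TLX1 DN2 thymocytes as a list, with 30 of 36 positive and a median log2 fold change of 0.20. *Zwint*, which encodes a kinetochore protein, had 0.46 (standard error 0.17), and *Sgo2a*, *Bub1b* and *Cenpf* had 0.35, 0.35 and 0.34 (standard errors 0.15, 0.14 and 0.14). Genes of spindle assembly and cytokinesis were higher too, with 35 of 46 positive and a median of 0.14. *Kif20a*, a mitotic kinesin gene, had 0.69 (standard error 0.24), the separase gene *Espl1* 0.53 (standard error 0.18), *Aurka* 0.41 (standard error 0.14) and *Anln* 0.36 (standard error 0.12). Camera gave the checkpoint list an adjusted p of 4.20e-08 and the assembly list 1.38e-07 over 93 tests of lists, both lost with an estimated correlation between genes (adjusted p = 0.945 with an estimated correlation, unadjusted p = 0.030 and 0.011). Over 23 alternatives the adjusted p ranged from 3.72e-10 to 0.945 for the checkpoint list and from 1.03e-08 to 0.945 for the assembly list, each called in 22. The enrichment scores from fgsea were 2.64 and 2.53 (adjusted p = 0.00313 each), beside the paper's score of 2.21 for its own gene set. No member was called by limma over all probe sets or adjusted over the list alone, and 7 and 10 had an unadjusted p under 0.05. The spindle lists' mean log2 signals at DN2 were 8.78 ± 0.050 (SD, n = 4 pools) in TLX1 and 8.59 ± 0.14 in control pools for the checkpoint, and 8.81 ± 0.078 and 8.67 ± 0.051 for assembly. Of the 35 splits of the pools, 2, the real one among them, gave the checkpoint list a p of at most 2.26e-09, and only the real one gave so small a p for assembly, the smallest share that 35 splits allow (0.143 after adjustment over 15 called lists). Among the 18 splits with 2 female pools on each side, only the real one gave so small a p for either list, which is too few splits to exclude chance. At DN1 and DN3 the checkpoint list had an adjusted p of 0.110 and 0.125 and medians of 0.15 and 0.087, and the assembly list 0.581 and 0.311 with 0.10 and 0.061. Without control pool 3 both lists were called at DN1 (5.15e-12 and 1.05e-10) and DN3 (7.69e-13 and 4.89e-10). The checkpoint mean of that pool was 9.06 at DN1 (other control pools 6.92 to 7.81) and 8.84 at DN3 (7.83 to 8.12). Its *Gapdh* 3'/5' difference was 0.639 at DN2 (other control pools −0.18 to −0.055), but −0.28 at DN1 and 0.035 at DN3. With the 3'/5' index as a covariate both lists were lower at DN1 (medians of −0.73 and −0.70, adjusted p = 4.24e-06 and 9.00e-09). At DN2 both stayed called and higher with it. Slopes on the index within groups, a test chosen after the data were seen, predict a median change of 0.228 over both lists at DN2. These slopes pool the arrays of all 3 stages, so they are not a test of DN2 alone. The observed median was 0.185, and 0.036 is predicted without control pool 3, so RNA quality is not told apart from TLX1 there. Without TLX1 pool 2 the assembly list was lower at DN1 (median −0.15, adjusted p = 0.0378).

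**Figure D3:**
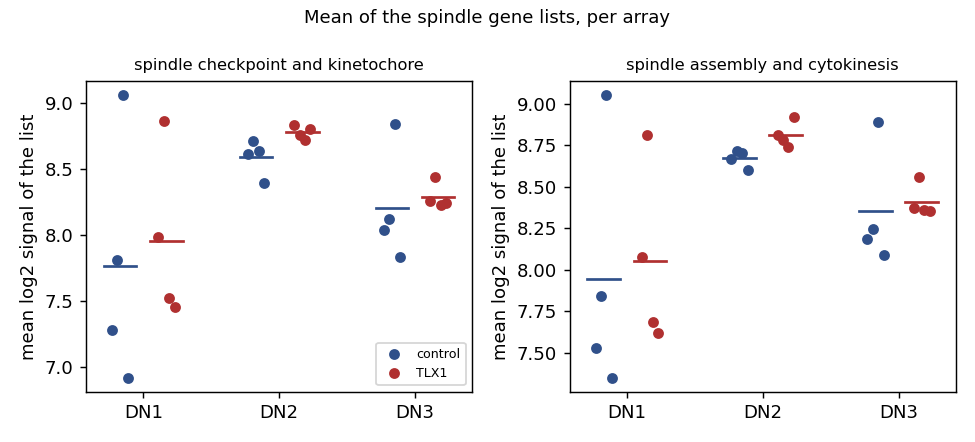
Mean log2 signal of the spindle checkpoint list and the spindle assembly list on each array at DN1, DN2 and DN3, control pools in blue and TLX1 pools in red. At DN2 the list means differ by 0.19 and 0.14.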

We next validated dysregulated expression of a subset of DEGs in thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* control mice by qRT-PCR (Figure 8). Analysis of DN1, DN2 and DN3 thymocytes confirmed elevated expression of *Aurka, Bub1* and *Anaps5* in *TLX1*-expressing thymocytes. Furthermore, we demonstrate increased expression of the apoptosis genes, *Brca1* and *Birc5* in DN2 thymocytes and decreased expression of *Chek1* in DN1 thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice. Finally, expression of additional genes involved in cell cycle regulation known to be associated with human T-ALL initiation and progression were also assessed. qRT-PCR analysis confirmed upregulated expression of the cell cycle regulators, *cyclin B1* and *cyclin A* and upregulated expression of the oncogenes, *c-myc* and *c-myb,* in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* thymocytes relative to *Prkdc^Scid/Scid^* thymocytes. Combined, these results suggest that *TLX1* in collaboration with loss of DNA-PK dysregulates the expression of genes involved in the regulation of the cell cycle, the spindle checkpoint and chromosome segregation.

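Cell cycle regulators were slightly higher in TLX1 DN2 thymocytes as a list, with 31 of 45 positive and a median log2 fold change of 0.064. *Ccnf*, which encodes cyclin F, had 0.51 (standard error 0.14), the mitotic kinase gene *Cdk1* 0.34 (standard error 0.14), *E2f7* 0.28 (standard error 0.15) and *Ccnb2* 0.27 (standard error 0.11). Camera gave an adjusted p of 0.0129, which is 0.945 with an estimated correlation and lies between 0.000226 and 0.945 over 23 alternatives. The call was lost without control pool 4 (adjusted p = 0.389, median −0.0071), without TLX1 pool 4 (0.139), with pools as a random block (0.385) and with array weights (0.0950). At DN1 and DN3 the adjusted p was 0.369 and 0.632, with medians of 0.068 and 0.021. At DN3 the cell cycle inhibitor gene *Cdkn1b* had 0.42 (standard error 0.14), *Cdc25a* 0.35, *Cdk4* −0.22 and *Cdk6*, by its brightest probe set, −0.30 (standard error 0.14). DNA replication genes, 39 measured, had an adjusted p of 0.581, 0.0670 and 0.963 at DN1, DN2 and DN3. Over 23 alternatives the list was called in 7 at DN1 (from 3.70e-09 to 0.999, medians of −0.60 to 0.41, lower in TLX1 pools without TLX1 pool 2 and with the 3'/5' index as a covariate), in 11 at DN2 (from 0.00562 to 0.977, medians of 0.019 to 0.16) and in 1 at DN3. Limma called 0 members of either list over all probe sets and 0 adjusted over the list alone, and 3 cell cycle regulators had an unadjusted p under 0.05 at DN2. From the microarray and qRT-PCR values the paper proposes that *TLX1* acts with loss of DNA-PK on these genes. A comparison of TLX1 thymocytes with and without DNA-PK is not part of the arrays.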

**Figure 8:**
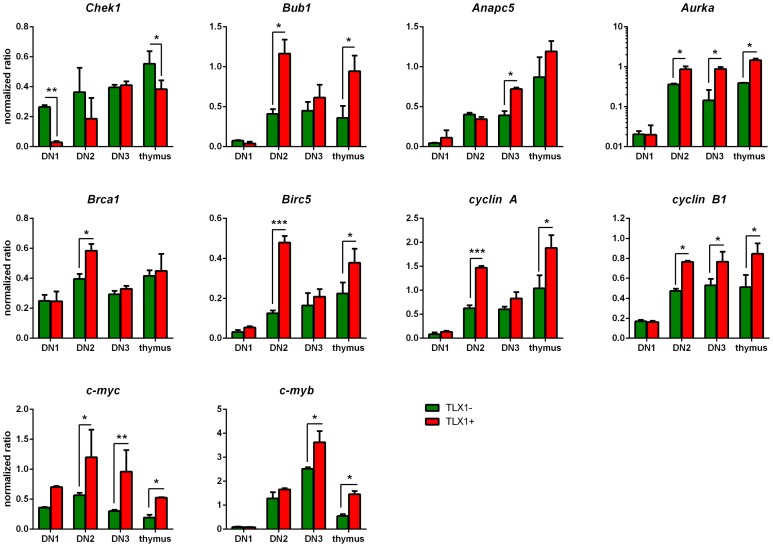
Validation of differential gene expression in premalignant thymocytes *of Prkdc^Scid/Scid^* and *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice. qRT-PCR analysis of selected genes whose protein products are involved in chromosome segregation (*Chek1, Aurka* and *Bub1*), cell cycle progression (*Cyclin A, Cyclin B1, Anapc5, c-myc* and *c-myb*) and apoptosis (*Birc5, Brca1*). Samples are presented as pairs with the first bar representing the level of expression of cells isolated from *Prkdc^Scid/Scid^* mice and the second from *IgHµ-TLX1* ^Tg^ *Prkdc^Scid/Scid^* mice. Data were normalized relative to *β-actin*. Red bars: DN1; brown: DN2; green: DN3 cells; black; total unsorted thymocytes. Error bars represent SD. Statistical testing was performed using the student’s T-test. Statistically significant differences are indicated by asterisks (* depicts p<0.05, ** depicts p<0.01, *** depicts p<0.001).

### Increased Cellularity of Thymi from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* Mice

We predicted that the effect of TLX1 on cell cycle and apoptotic control may cause aberrant thymocyte proliferation. Therefore, to explore the effects of *TLX1* expression on thymus cellularity, assessments of absolute numbers, apoptosis and proliferation of thymocytes were performed using thymi isolated from premalignant *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice. Cell counts revealed a statistically significant increase in the absolute number of thymocytes isolated from thymi of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice relative to *Prkdc^Scid/Scid^* control littermates (Figure 9A). This increased cellularity was observed in all three DN fractions (Figure 9B). Cell viability, as assessed by Annexin V and Propidium Iodide (PI) staining (Figure 9C), revealed an increase in the proportion of viable thymocytes and a reduction in apoptotic and dead thymocytes obtained from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* thymi relative to *Prkdc^Scid/Scid^* controls (Figure 9D). Moreover, the proportion of proliferating thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice was also significantly increased, as established by *in vivo* BrdU incorporation (Figure 9E–F). Combined, these data suggested that the increased cellularity of thymi of premalignant *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice results from decreased cell death and increased proliferation of immature DNA-PK-deficient *TLX1*-expressing thymocytes.

**Figure 9:**
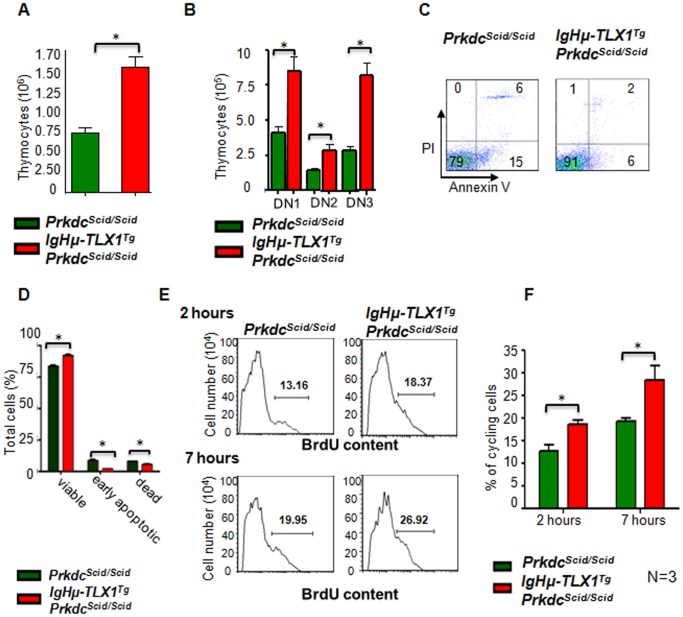
Expression of *TLX1* in *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* premalignant thymocytes increases cell viability and provides a proliferative advantage. (A) Absolute cell numbers of thymocytes isolated from 20, six week old *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and 20 *Prkdc^Scid/Scid^* littermates (p<0.0001). (B) Thymocytes were flow sorted based on expression of CD44 and CD25 and absolute numbers of DN thymocytes were calculated using percentages obtained after flow sorting (p<0.0001). (C) Thymocytes from three, six week old *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* littermates were stained with Annexin V and PI than assessed by flow cytometric analysis for cell viability. The lower left quadrant of each panel contains viable cells, the upper right quadrant contains dead cells and the lower right quadrant contains early apoptotic cells. The percentage of cells in each quadrant is indicated. (D) Percentages of viable, apoptotic and dead thymocytes in thymi of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* littermates, as determined by flow cytometry with Annexin V and PI staining. Error bars represent SD. (E) Histogram showing premalignant thymocytes obtained from *Prkdc^Scid/Scid^* and *IgHµ*-*TLX1^Tg^Prkdc^Scid/Scid^* mice, 2 and 7 hours after intraperitoneal injection with 10 µM BrdU. (F) The percentages of proliferating cells in thymi of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* littermates as determined by BrdU and PI staining. Data represent means of triplicate measurements with error bars to represent ± SD (p<0.0001). Statistically significant differences between compared samples are indicated by asterisks.

### Aneuploidy and Spindle Checkpoint Dysfunction in Premalignant Thymocytes and Thymic Tumors

Previous studies revealed an association of *TLX1* overexpression with dysregulated chromosome segregation [5], [17]. To determine whether a similar phenomenon was also a feature of malignant *TLX1^Tg^Prkdc^Scid/Scid^*-derived T cells, we compared chromosome numbers in metaphase spreads prepared from thymocytes and tumor cells obtained from premalignant and terminally ill *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice. Premalignant thymocytes were analyzed directly after isolation of thymi and after *in vitro* culture in the OP9-DL1 co-culture system. These analyses indicated that premalignant thymocytes and tumor cells of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice had a statistically significant increase in the numbers of aneuploid cells relative to *Prkdc^Scid/Scid^* samples (Figure 10A–B).

**Figure 10:**
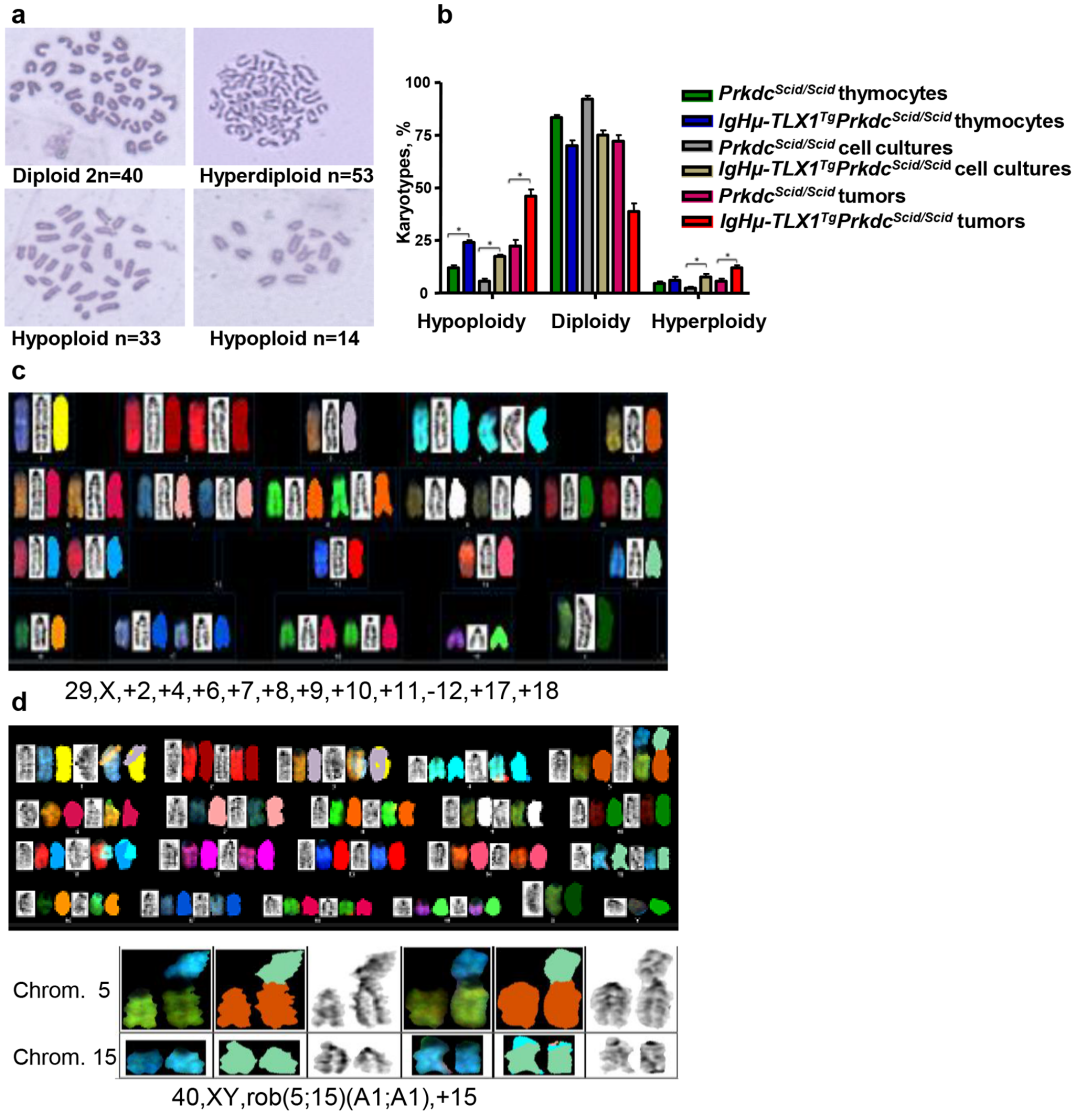
Chromosome analysis of premalignant thymocytes and tumors from *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (A) Representative micrographs of Giemsa stained diploid, hyperdiploid, and hypoploid chromosome spreads from *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (B) Ploidy assessment of cultured thymocytes and thymic tumors obtained from premalignant and moribund *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice, respectively. For each of three samples, 40 to 100 metaphase spreads were analyzed. The percentage of aneuploid spreads relative to the total number of analyzed spreads was determined. Statistically significant differences (p<0.05) are indicated by asterisks. (C) Spectral karyotype analysis of a hypoploid tumor isolated from an *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mouse with T-ALL. Loss of chromosome 12 and gain of chromosome 17 were found in 10% and 5% of analyzed cells, respectively. The karyotype is indicated below. (D) An abnormal, unbalanced trisomy 15 karyotype with a rob(5;15) translocation and two normal copies of chromosome 15. Examples of the rob(5;15) chromosomes and chromosome 15 are shown. The karyotype is indicated below.

Spectral karyotype (SKY) analysis of three tumors isolated from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice confirmed these results. In addition, these studies revealed a recurrent loss of chromosome 12 and gain of 17 in the cells of two independently arising tumors (Figure 10C). Moreover, two of three tumors showed an unbalanced trisomy 15 with tumor cells containing two normal chromosome 15 and a Robertsonian translocation consisting of chromosome 5 and chromosome 15, replacing one chromosome 5. Breakpoints in both the 5 and 15 chromosomes were located within the centromeric region (Figure 10D).

We speculated that the abnormal karyotypes detected in thymocytes of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice were due to dysregulation of the spindle cell cycle checkpoint. To address this possibility, we compared the frequency at which premalignant thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice bypassed the spindle cell cycle checkpoint. Thymocytes derived using the OP9-DL1 co-culture system were arrested with colchicine, a mitotic spindle poison, and the proportion of cells in G1, S or G2/M phase of the cycle determined at eight-hour intervals by analysis of DNA content. In two independently performed experiments, *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* thymocytes showed a reduced proportion of thymocytes in G2/M at all-time points assessed, relative to *Prkdc^Scid/Scid^* thymocytes, suggesting an increased ability to bypass this checkpoint (Figure 11A). To further verify the ability of *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* premalignant thymocytes to bypass the spindle cell cycle checkpoint, cells were subjected to colchicine-induced spindle checkpoint arrest and then cultured in the presence of BrdU. Incorporation of BrdU into the nucleus was used as an indicator of cell division. These analyses indicated a statistically significant increase in BrdU positive thymocytes for *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice relative to thymocytes from *Prkdc^Scid/Scid^* mice (30% ±4.6 versus 16.3% ±5.1; p<0.05) (Figure 11B). Taken together, these results indicated that the aneuploidy observed in *Igμ-TLX1^Tg^Prkdc^Scid/Scid^* thymocytes resulted from dysregulated control of the spindle checkpoint in *TLX1* overexpressing cells.

**Figure 11:**
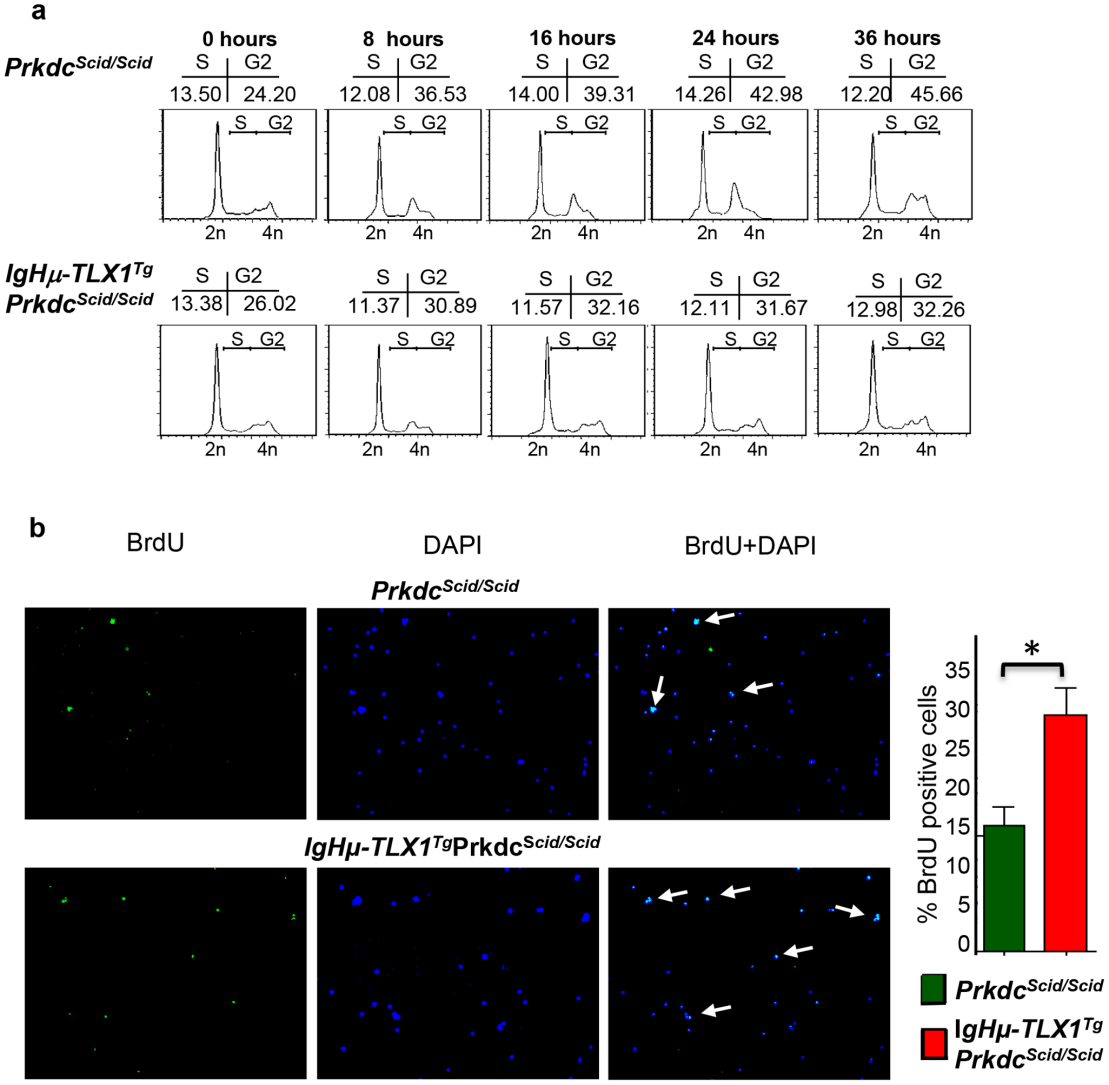
Aberrant checkpoint regulation in thymocytes of *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (A) Cell cycle analysis showing the percentage of thymocytes in S and G2/M as determined by PI staining for DNA content. Percentages of cells in S and G2/M are shown above the histograms. (B) BrdU labeling to assess bypass of the G2/M cell cycle checkpoint in *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* thymocyte cultures. Thymocytes were treated with colchicine to induce mitotic arrest then exposed to BrdU to assess cell cycling. BrdU incorporation was detected by BrdU immunolabeling and nulcei were revealed by DAPI staining. White arrows on the merged images indicate cycling thymocytes. The histogram depicts the mean percentages of BrdU-positive cells assessed by scoring 20 random fields. Statistically significant differences (p<0.05) are indicated by asterisks.

## Discussion

The first transgenic mouse model confirming the oncogenic potential of *TLX1 in vivo* was reported by Hough *et al* [11]. These mice expressed elevated levels of *TLX1* throughout all stages of B cell development, during the early stages of thymocyte development and in myeloid progenitors. A premalignant stage involving mature B cells was detected in mice as early as eight weeks of age. Most mice died of a mature B cell lymphoma although ∼20% died of myeloid hyperplasia. The average age of death was 14 months. More recently, two transgenic mouse models were described in which ectopic *TLX1* expression was restricted to the T cell compartment. These mice develop a T-ALL-like disease with a disease latency of 35 weeks months [5], [12] In both reports, there was an extended latency prior to the development of malignant disease, suggesting that ectopic expression of *TLX1*, by itself, was insufficient to initiate malignancy and that additional mutations were required for premalignant cells to progress to full malignancy.

In this report, we shed light on an additional process, namely the loss of the DNA repair enzyme DNA-PK, which collaborates with *TLX1* in neoplastic transformation. *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice rapidly died of T-ALL or AML at a significantly reduced latency compared to *Prkdc^Scid/Scid^* control mice. That a proportion of mice developed myeloid malignancies was consistent with our previous report that expression of *TLX1* in myeloid progenitors predisposed mice to myeloid hyperplasia [11]. Furthermore, these studies indicated that the dysregulated expression of *TLX1* did not influence disease phenotype, but rather, accelerated malignant transformation of not only T-ALL, but also AML in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice.

Our report aso provides some insights into possible molecular mechanisms by which DNA-PK insufficiency synergizes with *TLX1* expression to accelerate T-ALL in mice. Given its role as a key DNA repair enzyme in the NHEJ pathway, we were somewhat surprised that malignant thymocytes from *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice did not exhibit increased incidences of translocations, amplifications or end-to-end telomere fusions. Rather, these cells instead exhibited increased incidences of aneuploidy. It remains unclear whether this reflects a direct or indirect effect of DNA-PK insufficiency. Of note, in addition to its canonical role in the NHEJ pathway, DNA-PK has also been implicated as a regulator of chromosome segregation [22], [23], and its loss in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice may directly compromise spindle checkpoint function. Alternatively, the aneuploidy in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice may reflect indirect consequences of gene expression changes, such as attenuated expression of key spindle checkpoint proteins. Similar to our findings, thymocytes from a p56*^Lck^-TLX1* mice model also exhibit attenuated *Chek1* expression, which is associated with spindle checkpoint dysfunction and a predisposition towards aneuoploidization [5]. Interestingly, in that study, decreased expression of spindle checkpoint factors *Aurka* and *Bub1* was observed, whereas increased expression was noted in the *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice. This discrepancy may be linked to variations in *TLX1* expression in the different mouse models, differences in the genetic backgrounds of the mice and a gene expression modulatory effect of DNA-PK deficiency. For several of these spindle checkpoint proteins, however, both increased and decreased expression can been correlated with checkpoint dysfunction [31], [32].

It is worth noting that, despite vastly different methodological approaches, the karyotypic abnormalities seen in *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice (+13, +17, -12) recapitulated those reported in other murine models of T-ALL [5]. It is likely that these chromosomes harbor oncogenes and tumor suppressors that may be especially relevant in T-ALL pathogenesis. For example, the putative tumor suppressor gene *Bcl11b* resides on mouse chromosome 12 and *BCL11B* is deleted in ∼16% of human T-ALL [5]. These overlaps indicate that the pathways which serve to maintain proper ploidy is particularly important in T-ALL biology, and may be a frequent node for disruption for the nascent T-cell malignancy. While, to our knowledge, mutations in the *Prkdc* gene have not been identified in whole exome sequencing efforts of two cohorts of primary T-ALL patients [33], [34], further data mining and sequencing efforts to identify lesions in other components of the NHEJ pathway as well as other DNA repair pathways in T-ALL may be warranted.

## Materials and Methods

### Mice

Mice were bred and maintained under pathogen-free conditions and monitored daily for signs of illness. Mice were euthanized and necropsied when moribund. All manipulations were performed under Canadian Animal Care protocols and approved by the Sunnybrook Research Animal Care Committee (Protocol number: 12-005). Double mutant *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* mice were generated by mating previously described *IgHμ-TLX1^Tg^* mice (original name *IgHμ-HOX11* transgenic mice [12], [13]), bred onto the CD1 genetic background, with CB17 ICR- *Prkdc^Scid/Scid^* mice bred onto an ICR genetic background (Charles River Laboratories (Wilmington, MA, USA). *IgHμ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice were mated and progeny were genotyped and used to generate cohorts.

The presence of the *IgHμ-TLX1* transgene was revealed by PCR amplification of a 287-bp fragment using 5′-AACCGCAGATACACAAAGGA-3′ forward and 5′-TGGGCCAGGCTCTTCTGGAA-3′ reverse primers. Mice homozygous for the *Prkdc* mutation (*Prkdc^Scid/Scid^*) were detected by flow cytometry analysis of peripheral blood stained with pan B-cell specific (B220 clone RA3-6B2, 1∶200 dilution) and pan T-cell specific (CD3 clone 145-2C11, dilution 1∶100) antibodies.

### Flow Cytometry

Single cell suspensions of murine thymi, spleens and bone marrow were prepared in Dulbecco’s phosphate-buffered saline (D-PBS) (BD Pharmingen) containing 0.5% BSA (FACS buffer). Fc receptor blocking was performed by preincubation with an unconjugated anti-Fcγ antibody (clone 2.4G2; 1 mg/ml 1∶500 for thymocytes, 1∶200 for splenocytes and bone marrow cells) for 10 minutes on ice. 10^6^ cells were then stained with cocktails of fluorochrome-conjugated antibodies appropriately diluted in FACS buffer for 30 minutes at 4°C then washed twice in 5 ml of FACS buffer. Fluorescein isothiocyanate (FITC), R-phycoerythrin (PE) or allophycocyonin (APC)-conjugated antibodies and dilutions used were: CD25-APC (Clone PC61.5; 1∶300), CD44-PE (Clone IM7; 1∶200), CD4-PE-Cy7 (Clone RM4-5; 1∶200), CD8-APC-Cy7 (Clone 53-6.7; 1∶200), CD3-PerCP-Cy5 (Clone 145-2C11; 1∶100), TCR-β-Alexa Fluor 700 (Clone H57-597; 1∶100), c-kit-APC (CD117) (Clone 2B8; 1∶800), Sca1-PE (Clone E13-161; 1∶100) (all from BD Pharmingen, Franklin Lakes, NJ, USA), Thy1.2-PE (Clone 30-H12 1:400), TCR-αβ-FITC (Clone H57; 1∶200), B220-PE (Clone RA3-6B2; 1∶200), Gr-1-FITC (Clone RB6-8C5; 1∶100), Mac-1-APC (Clone M1/70; 1∶200), CD4-APC (Clone GK1 1:800), CD8-FITC (Clone 53-6.7.2; 1∶400) (all from the Sunnybrook Core Hybridoma Facility, Toronto, ON, Canada). Cells were resuspended in 300 µl FACS buffer containing 1 µg/ml PI (Invitrogen, Carlsbad, CA, USA) for dead cell exclusion. Samples were analyzed on a FACS Calibur cytometer using CellQuest Pro software (BD Biosciences).

### Reverse Transcriptase-PCR (RT-PCR) and Quantitative RT-PCR (qRT-PCR)

Genomic DNA was purified using DNAzol (Invitrogen) and total RNA was isolated using an RNeasy kit (Qiagen, Valencia, CA, USA). Total RNA was amplified with MessageAmp™ II aRNA kit (Invitrogen) according to the manufacturer specifications. The *IgHμ-TLX1* transgene was detected with the following primers: h*TLX1*-1560F (5′-TGGGCATCTATGGGAGAGTG-3′) and h*TLX1*-1799R (5′-CTGGATTGGGCTGGGATGT-3′). The following PCR conditions were used: initial denaturation at 95°C for 3 minutes; 34 cycles of denaturation (95°C) for 30 seconds, annealing (55°C) for 30 seconds, extension (72°C) for 30 seconds and a final cycle of 7 minutes at 72°C. All reactions were carried out in a 25 µl volume containing 50–100 ng genomic DNA for PCR or 10–50 ng total RNA for reverse transcribed cDNA, and 0.2 µmol of each primer, 10x buffer, 1.5 U AmpliTaq DNA Polymerase and 2.5 µM MgCl_2_ (Invitrogen) using the PCR C1000 Thermal Cycler (BioRad). The identity of PCR products was verified by DNA sequencing (The Center for Applied Genomics, The Hospital for Sick Children, Toronto, ON).

First-strand cDNA synthesis was performed using the SuperScript III First Strand cDNA reverse transcriptase kit and random primers (Invitrogen). qRT-PCR was performed with the QuantiTect SYBR Green PCR kit (Qiagen) according to the manufacturer’s protocol with 1 µl of the reverse transcription reaction product (from 10–50 ng total RNA) amplified for 39 cycles with an ABI PRISM 7000 Applied Biosystems Sequence Detection System and analyzed with ABI Prism 7000 SDS software (Applied Biosystems, Carlsbad, CA, USA). qRT-PCR primers are listed in Table 2.

**Table 2:** List of primers.

primer	F	R
*hTLX1*	5′-TGGGCATCTATGGGAGAGTG-3′	5′-CTGGATTGGGCTGGGATGT-3′
*mBcl2*	5′-GCGTCAACAGGGAGATGTCA-3′	5′-TCAAACAGAGGTCGCATGCT-3′
*mAnapc5*	5′-GAGTCGCTGAATGCGGGT-3′	5′-TGGGCGTGCTGACTGTTG-3′
*mPten*	5′-GGCACAAGAGGCCCTAGATTT-3′	5′-CGGGTCTGTAATCCAGGTGA-3′
*mChek1*	5′-TGGGAATTTGGTGCAAACTTT-3′	5′-CAGGGTGAGGGTCAGATGG-3′
*mBcl11b*	5′-CAGGGTGAGGGTCAGATGG-3′	5′-GAACCAGGCGCTGTTGAAG-3′
*mBrca1*	5′-TTGCCTGCCAAGGCGAGA-3′	5′-TGCCAATGTGGGCTGGCT-3′
*mAurka*	5-CAGAAGAATGAGCAGCCTGCA-3′	5′-CTGTTCCAAGGGGCGCATAT-3′
*mNotch1*	5′-CGCCCTTGCTCTGCCTAAC-3′	5′-CACTTCGCACCTACCTCCATT-3′
*mCyclin A*	5-GTCACCACATACTATGGACATG-3′	5′-AAGTTTTCCTCTCAGCACTG-3′
*mc-myb*	5′-CCTTCTCTCCCTCGCAGTT-3′	5′-TGCTCTCAAGGCAGAAACTG-3′
*mc-myc*	5′-GCTCTGCTGTTGCTGGTGATA-3′	5′-GCTCTGCTGTTGCTGGTGAT-3′
*mBirc5*	5′-ATCCACTGCCCTACCGAGAA-3′	5′-TCCATCTGCTTCTTGACAGTG-3′
*mCyclinB1*	5′-TCAGGGTCACTAGGAACACGA-3′	5′-GCAAGTTCCACCTCTGGTTC-3′
*mBub1*	5′-CATGAGCAGTGGGTTAGTGAA-3′	5′-TTCTCAGAAGCAGGAAGGTC-3′
*mβ-actin*	5′-AGAGGGAAATCGTGCGTGAC-3′	5′-AGGTCTTTACGGATGTCAAC-3′

### *In vivo* Thymocyte Proliferation Assay

Healthy *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and age and sex matched *Prkdc^Scid/Scid^* littermates were injected intraperitoneally with 150 µl of 10 mg/ml BrdU in sterile 1X D-PBS. Mice were sacrificed 2 and 7 hours post injection, thymi were harvested and single cell suspensions prepared in D-PBS containing 2% FBS. Cells were fixed in 80% ethanol for 30 minutes and washed in 1X D-PBS for 5 minutes. Cells were then treated with RNase (Invitrogen) and 1.5 M HCl for 30 minutes. 5×10^5^–10^6^ pretreated cells were stained with an anti-BrdU mouse monoclonal antibodies (1∶100, Trevigen, Gaithesburg, MD) for 30 minutes at 4°C, washed in 5 ml of 1X D-PBS and stained with a FITC-conjugated anti-mouse secondary antibody (1∶500, BD Pharmingen). After three washes, cells were resuspended in 300 µl 1X D-PBS and analyzed using a FACS Calibur cytometer and CellQuest Pro software.

### Co-Culture of Thymocytes on OP9-DL1 Stromal Cells

GFP-expressing OP9-DL1 cells (kindly provided by Dr. Juan Carlos Zúñiga-Pflücker) were cultured in 6-well dishes (BD Falcon) to 80% confluence in αMEM (Gibco) medium containing 20% FBS (Hyclone) and 100 U/ml Penicillin/Streptomycin (Gibco). Cultures were incubated in a humidified atmosphere at 37°C with 5% CO_2_. Fetal livers were dissected from E13.5 embryos and dispersed to single cell suspensions in HBSS supplemented with 10% FBS by passage through a 40 µm nylon cell strainer (BD Falcon). Ten percent of cells were used for genotyping with the remaining cells depleted of lineage-restricted cells using biotin-labeled antibodies specific for mouse lineage specific antigens (B220, CD3ε, Gr-1, Mac-1, Ter119 and F4/80; BD Pharmingen). Lineage-positive cells were bound to Miltenyi Biotec streptavidin magnetic beads and depleted using a MACS column according to manufacturer’s instructions (Miltenyi Biotech, Auburn, CA USA). Lineage negative (Lin^-^) HSCs were sorted for expression of the CD117/c-kit (APC) and Sca-1 (PE) antigens on a FACS ARIA flow sorter using II FACS DIVA software (BD Biosciences). C-kit^+^Sca^+^Lin^-^ cells (10^3^) were resuspended in 3 ml of complete DMEM medium supplemented with murine Flt-3 Ligand (5 µg/ml), IL-7 (5 µg/ml) and SCF (10 µg/ml; all from R&D Systems, Minneapolis MN, USA) and plated onto an OP9-DL1 feeder layer. Cells were harvested on day-7, passed through a 70 µm cell strainer, stained with CD44 (PE) and CD25 (APC) antibodies and thymocyte subpopulations sorted as follows: CD44^+^CD25^-^ (DN1), CD44^+^CD25^+^ (DN2), CD44^-^CD25^+^ (DN3) and CD44^-^CD25^-^. OP9-DL1 cells were distinguished from thymocytes based on GFP expression.

### Bromodeoxyuridine (BrdU) Labeling and Bypass of the Spindle Cell Cycle Checkpoint

To induce mitotic arrest, day-4 *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* c-kit^+^Sca^+^Lin^-^ HSC-derived thymocytes co-cultured on OP9-DL1 were treated with 100 ng/ml colchicine overnight. BrdU was added to a final concentration of 20 µM and incubated at 37°C for 2 hours. T-lymphocytes were collected by centrifugation at 1,300 rpm for 5 minutes and fixed in 80% ethanol, followed by DNA denaturation in 2 N HCl for 1 hour at 37°C. Cells were pretreated by incubation with 1X D-PBS supplemented with 2% BSA for 1 hour at 37°C. Immunostaining was performed using an anti-BrdU antibody for 2 hours at RT, followed by staining with a FITC-conjugated anti-mouse antibody for 1 hour at RT. Counterstaining for detection of nuclei was performed with VECTASHIELD DAPI mounting medium (Vector Laboratories, Inc. Burlingame, CA). Slides were evaluated using fluorescence microscopy (Axiovert 200 M, Zeizz, GmbH, Germany). In all, 20 random fields were scored for the frequency of BrdU positive cells.

To assess spindle checkpoint bypass following mitotic arrest, day 4 *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* HSC-derived thymocytes, co-cultured in the OP9-DL1 system, were subjected to a double-thymidine block, treated with 100 ng/ml colchicine then harvested at 8 hour intervals, stained with PI and analyzed by flow cytometry for DNA content as previously described [35]. For each sample, 10,000 events were acquired using a FACS Calibur and cell cycle analysis was performed using FlowJo software (BD Biosciences).

### Cytogenetic and Ploidy Analysis of Tumors

Primary leukemic cells were dissected from lymphoid tissues of moribund *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice and immediately processed to single cell suspensions. Fresh tumor samples were placed in RPMI 1640 medium (Wisent; Montreal, Quebec, Canada) containing 10% FBS. Cells were arrested in metaphase by treatment with colcemid (0.03 µg/mL; Invitrogen). Metaphase chromosomes were prepared according to standard cytogenetic protocols, using 0.075 M KCl and Carnoy’s fixative. Slides were aged overnight at 55°C then G-banded using 4X USP Pancreatin (diluted to 0.4X) followed by staining with Leishmann/Giemsa stain. 20 metaphase spreads were analyzed and imaged with a CCD camera (VDS Vosskühler GmbH) using an Olympus microscope set in bright-field mode with a 100X/N.A. 1.40 oil immersion objective. Co-ordinates were recorded for metaphase relocation following Spectral karyotyping (SKY). Prior to SKY, slides were destained with Carnoy’s fixative, rehydrated with an ethanol series, pretreated with 2X SSC at 37°C, then post-fixed with 1% formaldehyde/PBS/MgCl_2_ and washed in PBS. SkyPaint™ probes were used according to the manufacturer’s instructions (Applied Spectral Imaging, Carlsbad, CA). Metaphases were viewed with an Olympus BX61 microscope (Olympus, Center Valley, USA) equipped with a SpectraCube SD300 (Applied Spectral Imaging, Migdal HaEmek, Israel). SKY images were analyzed using SkyView Version 2.1.1 (Applied Spectral Imaging).

Abnormalities in chromosome number of mitotic cells were estimated by calculating the proportion of aneuploid thymocytes and tumor cells relative to cells displaying a normal karyotype. 40 and 100 random metaphases of thymocytes and tumor cells, respectively, were photographed and chromosomes were enumerated using light microscopy (LEICA DM LB2, Bannockburn, IL, USA). Metaphase chromosome spreads were prepared using standard Geimsa staining techniques.

### Histology and Immunohistochemistry

Organs isolated from moribund *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* mice as well as healthy *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice were fixed in 4% PFA overnight, paraffin embedded, sectioned and stained with hematoxylin-eosin (Sigma, St. Louis, MO, USA). A certified pathologist performed all morphological interpretations of tissue sections. Tumors were also cryopreserved in O.C.T. compound (Tissue-Tek; Fisher Scientific, Waltham, MA, USA) for cryosectioning and 5 µm sections were stained with purified rat anti-mouse Thy1.2 (clone 53-2.1; BD Pharmingen). Antibody binding was visualized using an anti-rat IgG-HRP (Santa Cruz Biotechnology) and Peroxidase Substrate Kit DAB (Vector Laboratories, Inc.). Sections were counterstained with hematoxylin 1∶5 (Fluka).

### Statistics

Disease-free survival during a 25-month observation period was calculated from the date of birth to the date when mice became terminally ill using the Kaplan-Meier estimator. Column comparison analysis was performed using the logrank test with the GraphPad Prism 4 software. Student’s t-test was used to detect differences in cycling thymocytes between *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and *Prkdc^Scid/Scid^* cultures. All tests with p<0.05 were accepted as statistically significant.

### Sample Isolation and High-density Oligonucleotide Microarray Screening

Double mutant *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* and control *Prkdc^Scid/Scid^* mice were sacrificed at 4–8 weeks of age. DN1, DN2, DN3 and CD44^-^CD25^-^ subpopulations were sorted based on expression of CD44 and CD25. To minimize sample variability caused by individual differences among animals, individual thymocyte subpopulations from sex-matched mice were pooled (total 10^4^–10^5^ cells). Each pool consisted of between 2–5 age- and sex-matched *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* or control *Prkdc^Scid/Scid^* mice. The pooled cell pellets were homogenized in TRIzol reagent (Invitrogen) and stored at -80°C for total RNA isolation. Total RNA was isolated and purified with RNeasy kits according to the manufacturer’s instructions. *TLX1* genotypes were confirmed prior to microarray experiments. Microarray processing was performed on the Affymetric platform according to manufacturer’s protocols.

Raw microarray CEL data files were imported to GeneSpring GX11 (Silicon Genetics, Redwood City, CA). Data was subjected to background reduction, filtered for genes flagged as Present or Marginal in at least 12.5% of samples, prior to standardization by normalization to the mean of all samples. Statistically significant differentially expressed genes (DEGs) were determined by a two-tailed, unpaired t-test, with DEGs defined as those with a p≤0.05 and a minimum average fold change of 1.4. Gene annotation queries were conducted through Affymetrix NetAffx Analysis Center, and the Database for Annotation, Visualization and Integrated Discovery (DAVID). Gene Set Enrichment Analysis (GSEA) was performed to analyze enrichment of gene sets following the developer’s protocol (http://www.broadinstitute.org/gsea/index.jsp). Analysis was done using 1,000 gene set permutations.

### Accession Code

Microarray data are available in the Gene Expression Omnibus (GEO) under accession number GSE47421.

## Supporting Information

Figure S1 **Methodology for isolation of DN fractions for gene expression profiling.** (A) Schematic representation of work flow for isolating purified DN1, DN2 and DN3 fraction from pools of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice for gene expression profiling. (B) Characteristics of the 8 mouse cohorts analyzed in this study.
(PDF) Click here for additional data file.

Figure S2 **GSEA analysis shows positive enrichment for spindle components in** ***IgHµ-TLX1^Tg^Prkdc^Scid/Scid^*** **premalignant thymocytes.** (A) Enrichment plots showing up-regulation of mitotic spindle and tubular formation genes in DN2 thymocytes from *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. (B) Heat map depicting expression patterns of mitotic spindle and tubular formation genes in DN2 fractions of *Prkdc^Scid/Scid^* and *IgHµ-TLX1^Tg^Prkdc^Scid/Scid^* mice. Red and blue indicate higher and lower expression, respectively.
(PDF) Click here for additional data file.

Table S1 **List of differentially expressed genes in** ***IgHμ-HOX11^Tg^Prkdc^Scid/Scid^*** **DN1 cells.**
(XLSX) Click here for additional data file.

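*Hes5*, a Notch target gene, had the smallest p of the named genes at DN1, with a log2 fold change of −2.04 (standard error 0.29, adjusted p = 0.747 from limma) and a mean log2 signal of 0.50 ± 0.49 in TLX1 pools, close to the floor. The mRNA cap methyltransferase gene *Rnmt* followed with 1.92 (standard error 0.32), the laminin gene *Lama5* with 1.96 (standard error 0.34), *Dnah1* with 2.02 (standard error 0.37) and *6030498E09Rik* with 2.08 (standard error 0.41). These 4 were close to the floor in control pools, with signals of 2.95 to 6.96, 3.93 to 5.04, 1.95 to 5.98 and 0.568 to 2.94, and with the offset of 32 they had 0.41, 0.45, 0.34 and 0.22. *Ptms*, with 1.83 (standard error 0.33), had 4.82 to 10.7 in control pools. *Mob1a* had 1.23 (standard error 0.26), and the prostaglandin dehydrogenase gene *Hpgd* and *Fam181b* had −0.77 (standard error 0.15) and −0.84 (standard error 0.18), each with an adjusted p of 1.0. *Nr3c1* was the other of the 10 genes with the smallest p at a fold change of 1.4. By the median of each gene's probe sets *Rnmt* had −0.19 and *Nr3c1* −0.30, and *Hes5* ranged from −2.42 to −0.18 over 21 alternatives. Over the same alternatives *Mob1a* ranged from 0.48 to 1.41, *Hpgd* from −0.84 to −0.27 and *Fam181b* from −0.96 to −0.24. Of the 103 probe sets in Table S1, 102 had the paper's sign on these arrays, 42 were at its thresholds and 1 (LOC433762) had an adjusted p under 0.05. The median log2 fold change was 0.63 for the table's higher probe sets and −0.61 for its lower ones, with the paper's medians at 0.61 and −0.55. The table was drawn from these samples, so its direction is not independent evidence.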

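*Cxcl11*, which encodes a chemokine induced by interferon, had the smallest p of the named genes at DN2, with a log2 fold change of 2.53 (standard error 0.23, adjusted p = 0.0515 from limma) and mean log2 signals of 3.62 ± 0.34 in TLX1 and 1.09 ± 0.35 in control pools, close to the floor. It ranged from 0.38 to 2.70 over 21 alternatives. *Faap20*, a Fanconi anaemia gene, had 1.21 (standard error 0.23), and the protein kinase gene *Prkd2* had −1.51 (standard error 0.26). *Ccdc30* had −1.23 (standard error 0.20), *C2cd4c* −1.12 (standard error 0.22), *Nat8f1* −1.05 (standard error 0.18) and *Tmem198b* −0.89 (standard error 0.16). In TLX1 DN2 pools *Ccdc30*, *C2cd4c* and *Nat8f1* had signals of 5.85 to 8.33, 6.19 to 10.3 and 5.35 to 7.43, near the floor. *Tmem14a* had −0.76, *Slc22a17* −0.75 and *A230070E04Rik* −0.74 (standard errors 0.15, 0.13 and 0.15). All but *Cxcl11* had an adjusted p of 1.0. By the median of each gene's probe sets *Faap20* had 0.087, *Prkd2* −0.12 and *Ccdc30* −0.091. Over the alternatives *Nat8f1* ranged from −1.17 to −0.23, *C2cd4c* from −1.20 to −0.32, *Tmem14a* from −0.86 to −0.42, *Slc22a17* from −0.82 to −0.43 and *A230070E04Rik* from −0.82 to −0.31, and *Tmem198b* came nearest to 0 at −0.47. All 151 probe sets in Table S2 had the paper's sign on these arrays, 71 were at its thresholds and 1 (the unnamed probe set) had an adjusted p under 0.05. The median log2 fold change was 0.67 for the higher probe sets and −0.58 for the lower ones, with the paper's medians at 0.61 and −0.52.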

Table S2 **List of differentially expressed genes in** ***IgHμ-HOX11^Tg^Prkdc^Scid/Scid^*** **DN2 cells.**
(XLSX) Click here for additional data file.

Table S3 **List of differentially expressed genes in** ***IgHμ-HOX11^Tg^Prkdc^Scid/Scid^*** **DN3 cells.**
(XLSX) Click here for additional data file.

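After *Polh* and *Cep89*, the named genes with the smallest p at DN3 were the ubiquitin-conjugating enzyme gene *Ube2g2*, with a log2 fold change of 1.71 (standard error 0.22, adjusted p = 0.153 from limma), and the splicing factor gene *Sart3*, with 1.47 (standard error 0.19, adjusted p = 0.153). *Ube2g2* had signals of 5.80 to 11.4 in control pools, near the floor, and 0.57 with the offset of 32. *Ppp1r10*, a regulator of protein phosphatase 1, had 1.05 (standard error 0.14, adjusted p = 0.225), and the tetraspanin gene *Tspan5* had 0.90 (standard error 0.13, adjusted p = 0.232). *Sart3* and *Tspan5* had signals of 11.2 to 15.6 and 10.1 to 11.6 in control pools, also near background. *Kpnb1*, which encodes importin β1, had 1.37 (standard error 0.21), *Tmem126b* 1.16 (standard error 0.17) and *Agk* 1.00 (standard error 0.15), each with an adjusted p of 0.270. *Sec61a1* was the other of the 10 genes with the smallest p at a fold change of 1.4. By the median of its probe sets *Kpnb1* had −0.20. *Polh* ranged from 0.66 to 3.84 and *Cep89* from 0.49 to 1.55 over 21 alternatives. *Sart3* ranged from 0.62 to 1.57, *Ppp1r10* from 0.48 to 1.15, *Tspan5* from 0.28 to 0.96, *Tmem126b* from 0.49 to 1.29 and *Agk* from 0.46 to 1.17. Of 521 probe sets read from the copy of Table S3, 520 had the paper's sign on these arrays, 396 were at its thresholds and 5 had an adjusted p under 0.05. The median log2 fold change was 0.79 for the higher probe sets and −0.62 for the lower ones, with the paper's medians at 0.67 and −0.52. The paper's log2 fold changes and those computed here had Spearman correlations of 0.73, 0.55 and 0.63 across the probe sets of Tables S1, S2 and S3.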

# Supplementary material for: Ectopic TLX1 Expression Accelerates Malignancies in Mice Deficient in DNA-PK
**Source:** PLoS One. 2014 Feb 26;9(2):e89649. doi: 10.1371/journal.pone.0089649
**Supplement:** Figure S1 — Methodology for isolation of DN fractions for gene expression profiling. (A) Schematic representation of work flow for isolating purified DN1, DN2 and DN3 fraction from pools of PrkdcScid/Scid and IgHµ-TLX1TgPrkdcScid/Scid mice for gene expression profiling. (B) Characteristics of the 8 mouse cohorts analyzed in this study.

**A**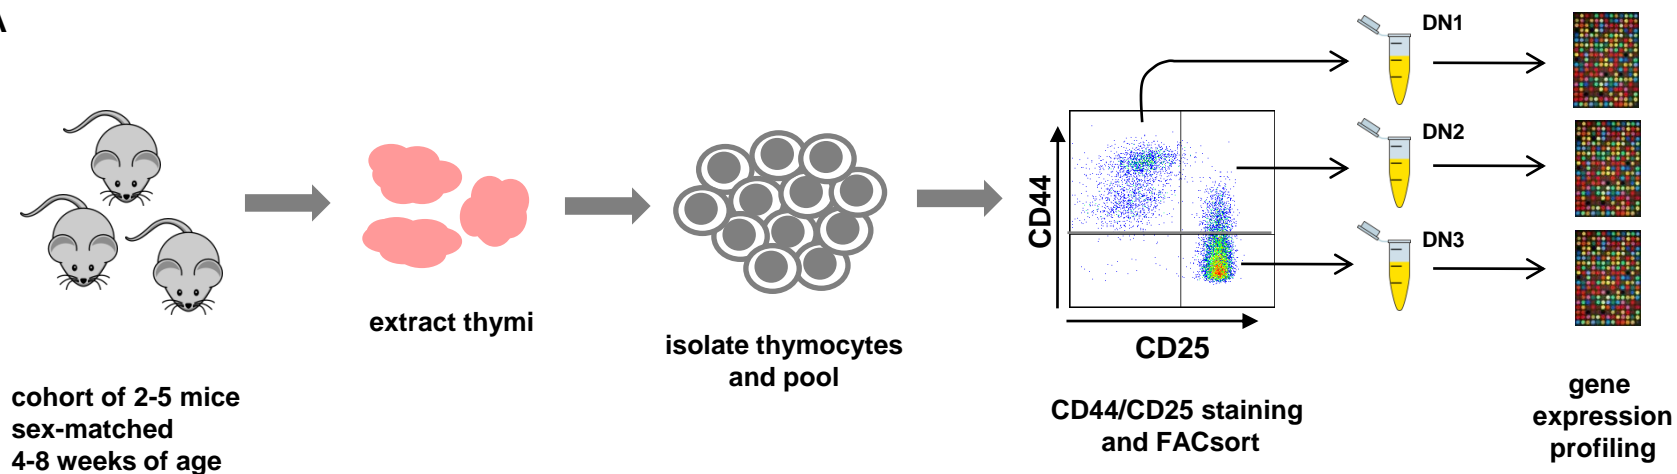**B**

| Cohort Descriptor | Genotype   | Sex | # Mice in cohort | Age (weeks) | % DN1 | % DN2 | % DN3 | % non-DN1,2,3 |
|-------------------|------------|-----|------------------|-------------|-------|-------|-------|---------------|
| 999               | HOX11-SCID | M   | 2                | 6           | 31.0% | 28.6% | 39.6% | 0.9%          |
| 19                | HOX11-SCID | F   | 5                | 4-6         | 27.0% | 35.9% | 37.0% | 0.1%          |
| 535               | HOX11-SCID | F   | 4                | 7           | 36.3% | 15.5% | 48.0% | 0.2%          |
| 20                | HOX11-SCID | M   | 3                | 4-7         | 40.1% | 18.8% | 19.9% | 21.2%         |
| 525               | SCID       | F   | 5                | 7-8         | 32.9% | 38.5% | 28.6% | 0.1%          |
| 687               | SCID       | M   | 2                | 6-7         | 37.5% | 26.0% | 36.3% | 0.2%          |
| 50                | SCID       | F   | 2                | 4-6         | 26.8% | 39.9% | 33.0% | 0.2%          |
| 686               | SCID       | M   | 2                | 6           | 21.9% | 4.9%  | 7.8%  | 65.4%         |

**Figure S1.**

How the deposited data were processed for this re-analysis (not part of the article)

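The expression values come from 24 Affymetrix mouse arrays of sorted CD4 CD8 double-negative thymocytes. Thymocytes of 4 pools of *IgHμ-TLX1 TgPrkdc Scid/Scid* mice (TLX1) and 4 pools of *Prkdc Scid/Scid* mice (control), of 2 to 5 mice each, were sorted into DN1, DN2 and DN3, and each pool gave 1 array per stage. A pool is the replicate. TLX1 pools 1 and 4 and control pools 2 and 4 were female, and the other 4 were male. The labels give an outbred ICR background and ages of 6 to 8 weeks for all pools, where the paper's methods give 4 to 8 weeks. The pools carry replicate numbers 1 to 4 in both genotypes, and no reason was found to pair them.

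The intensity values are the MAS5 signals that the authors made with the Affymetrix Expression Console, per the submitters' processing notes, and deposited on a linear scale. The 2% trimmed mean of each array is 150, which was checked on the values. The background reduction, detection flags and normalization to the mean of all samples that the paper's methods describe are not part of the deposited signals. The flags (present or marginal in a share of the samples) are not analysed here, so the paper's filter is not used. The median signal of the arrays of pools 1 to 4 was 21.5, 19.9, 20.9 and 23.5 in TLX1 DN1, 16.4, 15.1, 17.4 and 16.1 in TLX1 DN2, and 18.1, 19.1, 19.0 and 19.0 in TLX1 DN3. In control pools it was 20.9, 21.1, 18.8 and 24.3 at DN1, 15.9, 19.2, 15.9 and 18.7 at DN2, and 16.7, 21.4, 16.6 and 19.9 at DN3. The lowest and highest correlation between replicates was 0.922 and 0.966 in TLX1 DN1, 0.935 and 0.976 in TLX1 DN2, and 0.944 and 0.976 in TLX1 DN3. In control pools it was 0.889 and 0.967 at DN1, 0.947 and 0.968 at DN2, and 0.941 and 0.970 at DN3. With 4 pools against 4, the smallest p that an exact permutation test can give is 0.0286, and the number of pools limits the precision of every fold change.

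Of 45101 probe sets, 64 are controls of the array and were used only for RNA quality. Signals under 1 were set to 1 (4.37% to 11.3% of the probe sets of an array) and log2 transformed, with no further scaling. The 60% of the other 45037 probe sets with the highest mean over all arrays were kept, 27022 probe sets with a mean signal of at least 9.02. Of the 45037, 34945 match 1 gene, 932 match several and 9160 match none. The probe sets of a few genes, some of them named by the paper, are not analysed by gene here, and what is said of a group of genes covers its other members.

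TLX1 and control pools were compared at each stage with limma 3.58.1 (R 4.3.3, data.table 1.17.8), with a moderated test per probe set and Benjamini-Hochberg adjustment over the kept probe sets. An adjusted p under 0.05 is a call. Counts at the paper's thresholds use an unadjusted p of at most 0.05 and a fold change of at least 1.4 from the same fit. The difference of the TLX1 effect between stages was tested as an interaction over all arrays, with the pool as a fixed block. Lists of genes (31, of which 20 were set by function or by the paper, 10 are markers of cell types and 1 holds ribosomal proteins) were tested with camera and an inter-gene correlation of 0.01, with 1 probe set per gene, the brightest over all arrays. The adjusted p of a list covers all 93 list tests. The lists of interferon-stimulated genes, myeloid cells, mast cells and basophils, and endoplasmic reticulum genes were drawn up after members were seen in the paper's tables, and 4 lists hold genes that the paper names. The ribosomal list was formed by name (Rpl and Rps). RNA quality is the mean log2 difference between the 3' and 5' control probe sets of *Actb* and *Gapdh*, compared with an exact permutation test. Slopes on this index were fitted within groups, with 1 slope per probe set over the arrays of all 3 stages. Positions of genes were compared with 10000 random draws of as many measured genes in windows of 20 Mb.

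The genes described are those that the paper names in its microarray and qRT-PCR results, *Notch1*, *Bcl11b*, *Tlx1* and *Prkdc*, and the 10 genes per stage with the smallest p at a fold change of 1.4, since fewer than 10 passed the adjusted test. The members given of a list are among the 4 with the smallest p at the stage, and the lists and stages at which members are given were chosen after their values were seen. Other genes named in the text were chosen after their values were seen.

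The design, the lists and 24 alternative settings were fixed before the data were examined. The alternatives are quantile normalization, median centring, no filter, a stricter filter (40%), an offset of 32 before log2, all 24 arrays with the pool as a random block, sex as a covariate, the replicate number as a block, array weights, leaving out the 2 pools with over 20% of cells outside the gates (control pool 3 and TLX1 pool 2), leaving out each pool in turn, the methods' unpaired test, a random block for the stage difference, and a window of 10 Mb. For lists they are also an estimated inter-gene correlation, fgsea 1.28.0 with 10000 permutations, and the median of each gene's probe sets. The RNA index as a covariate and a variance prior with trend were added after the data were seen. All 35 splits of the 8 pools into 4 and 4 were run for each count and each called list. The pipeline was tested on simulated data with 200 changed probe sets and 1 shifted list, and it found the shifted list at each stage. It recovered a minority of the changed probe sets at a log2 change of 1 and a majority at 2 at each stage, with some calls among unchanged probe sets and 1 other list called at DN1.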

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

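The tests of other cell types and of control arrays at the extreme probe sets were chosen after the result was seen, as were the RNA index as a covariate, the changes predicted from the index for the named probe sets of the paper's table, and the splits balanced for sex. The test of chromosome position was planned with the other tests, but what it would show was written down after its result was seen.

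At the paper's thresholds 77.0% of the probe sets that differed at DN3 were higher in TLX1 pools, and for their number (1169, with 2546 as the highest of the other splits) chance cannot be excluded, as 10 of 35 splits gave at least as many. The tables argue against the authors' scaling as the whole cause, since the share was 67.8% after quantile normalization and 70.9% after median centring. RNA quality cannot be told apart from TLX1. From their slopes on the 3'/5' index within groups, the higher probe sets have a predicted median change of 0.43 of an observed 0.76. Without control pool 3 the predicted change is 0.31. The share was 46.4% with the index as a covariate. That fit cannot decide, as the index does not overlap between TLX1 and control pools at DN3. Whether transcripts or single probe sets moved cannot be told apart, because the 1528 other probe sets of the same genes had a median of 0.063, between the values that each case needs. An effect of TLX1 stays open, and for the lower probe sets the index predicts −0.11 of an observed −0.70.

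Both spindle lists were higher in TLX1 pools at DN2, and chance cannot be excluded for spindle assembly (p = 8.93e-09 by camera for the real split and 3.13e-08 for the highest other, 1 of 35 permutations, the smallest share possible and 0.143 adjusted over 15 called lists) or for the spindle checkpoint (p = 2.26e-09 and 1.60e-10, 2 of 35 permutations, but 3.47e-09 for the highest other and 1 of 18 among the splits balanced for sex, too few to exclude chance). Camera's calls of both lists were lost with an estimated correlation between genes (adjusted p = 0.945 for each). The tables argue against the cells outside the gates in control pool 3 as the cause, since the median over both lists was 0.197 without that pool and 0.185 with it. RNA quality cannot be told apart from TLX1 for these genes. The slopes within groups pool the arrays of all 3 stages and are not a test of DN2 alone. They predict 0.228, but 0.036 without control pool 3. With the index as a covariate at DN2 the lists had medians of 0.23 and 0.20 (camera, adjusted p = 1.88e-09 and 4.94e-08, in ranges of 3.72e-10 to 0.945 and 1.03e-08 to 0.945 over all alternatives). Cells of other types in the DN2 gate cannot be told apart either, since the larger median of the myeloid and mast cell lists at DN2 was −0.022 with an SD of 0.52 among myeloid genes. A larger share of dividing cells in the TLX1 DN2 fraction and an effect of TLX1 on these genes stay open, untested on arrays.

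The LOC433762, 5830417I10Rik and unnamed probe sets were near background in control pools and high in TLX1 pools at all 3 stages. A chromosome segment inherited with the transgene cannot be told apart from an effect of TLX1: of 11 named genes at the thresholds with 1 sign at all stages, 3 (*Rprd2*, *Wars2* and *Vav3*, positions from GRCm38.p6) lie in 1 window of 20 Mb (permutation p = 0.0493), but p was 0.433 in windows of 10 Mb. A variant that segregates among the outbred mice cannot be told apart either: 0 of 12 control arrays reached the lowest TLX1 array, but the probe sets were picked because they separate the groups, so the count had no other possible outcome. That 21 probe sets had 1 sign at all stages cannot be set apart from chance, as 18 of 35 splits gave at least as many (highest other 553).

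For 5 of these tests the reading was made more cautious after the values were seen, and each moved from decided to open. The change predicted from the index had been read from all pools together, and must now also reach 0.5 of the observed change with each pool left out, which it does not for the higher probe sets at DN3 (0.31 of 0.76) or for the spindle genes (0.036 of 0.185). For the 26 named probe sets of the paper's table at DN3 with another, brighter probe set, the index predicts a median of 0.57 of an observed 0.76 in the table's direction, and 0.54 to 0.67 with each pool left out, so RNA quality fits their change and an effect of TLX1 is not excluded. For the brightest probe sets of the same genes it predicts 0.10 (0.047 to 0.15 with each pool left out), where −0.040 was observed. The position test must now pass in both windows. The list medians must now lie below the spindle median by more than the members' SD, and the count of control arrays is no longer read as evidence. Besides these, the splits of the pools were first read as excluding chance for spindle assembly and ribosomal genes at DN2 and interferon genes at DN1, and as leaving it for the 3 stage differences, and all 6 readings are now open. For the lists, 1 of 35 is the smallest share possible and is 0.143 once adjusted over the 15 called lists, and for the stage differences a real count of 0 fixes the outcome.

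For the calls, other splits of the pools gave at least as many at each stage. At DN1 there was 1 call and 9 in the highest other split (6 of 35 splits with at least as many), at DN2 1 and 9 (3 of 35), and at DN3 5 and 10 (2 of 35), so chance cannot be excluded at any stage. The splits with 9, 9 and 10 calls part the 4 female from the 4 male pools, which is a structure of the samples, while TLX1 and control hold 2 female pools each. Among the 18 splits with 2 female pools on each side, 2 gave at least as many calls as the real one at DN1, 2 at DN2 and 1 at DN3, the real one counted, and the others gave up to 1, 1 and 0. So at DN3 only the split by sex gave more calls than the real one, and 18 splits are too few to exclude chance. With sex as a covariate there were 1, 1 and 4 calls by limma. At the paper's thresholds there were 415 probe sets at DN1 and 3524 in the highest other split (25 of 35), and 678 and 3623 at DN2 (21 of 35), several times the real counts, which also points to a structure of the samples. At DN1 that split sets TLX1 pools 1 and 3 and control pools 1 and 2 against the others, with 2 female pools on each side. The same split was the highest at DN3 (2546) and for 1 sign at all stages (553). No fit included it, and what sets these pools apart was not tested. With such a structure, neither the count of splits nor the number expected by chance measures chance alone. For the stage difference 0 were called in each comparison by limma, where 972, 872 and 781 had an unadjusted p under 0.05, and other splits gave up to 6 for DN2 against DN1, 10 for DN3 against DN1 and 1 for DN3 against DN2. That 35 of 35 splits gave at least 0 had no other possible outcome and says nothing of chance. For the cell cycle list at DN2 (p = 0.00166 by camera, 1.11e-05 for the highest other, 5 of 35 permutations) chance cannot be excluded, with 5 of 18 among the splits balanced for sex.

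In 25 of 300 groups of 4 pools 1 pool lay further from the others than Dixon's 95% limit (0.829) allows, where chance gives 15, about 1 in 20 groups. Control pool 3 was the pool in 8 of them. Its *Gapdh* 3'/5' difference at DN2 was 0.639 (others −0.18 to −0.055). At DN1 its mean log2 signal was 5.87 for the progenitor list (others 6.32 to 6.37), 9.95 for the Myc list (9.29 to 9.34), 10.20 for *Rasa1* (9.92 to 9.93) and 10.63 for *Stk17b* (11.57 to 11.70). It had 7.31 for *Stambp* at DN2 (7.44 to 7.46), and 12.55 for *Myb* (12.87 to 12.93) and 2.90 for *Tlx1* (3.77 to 3.81) at DN3. TLX1 pool 4 was the lowest in 8 others: *Aars* 7.91 (8.66 to 8.68) and *Akt1* 8.82 (9.64 to 9.70) at DN1, *Tnfaip3* 8.49 (9.31 to 9.42) and *Brca1* 8.72 (9.17 to 9.17) at DN2, and *Babam2* 8.23 (8.96 to 9.11), *Gsk3b* 8.99 (9.55 to 9.60), *Anapc1* 8.80 (9.03 to 9.04) and *Brca1* 8.20 (8.55 to 8.60) at DN3. Control pool 4 was lowest for *Akt1* at DN2, 8.81 (9.51 to 9.55), and at DN3, 8.29 (9.31 to 9.51). TLX1 pool 2 was highest at DN3 for the checkpoint list, 8.44 (8.23 to 8.26), and the assembly list, 8.56 (8.35 to 8.37), and at DN1 for *Anapc5*, 11.67 (10.94 to 11.03). TLX1 pool 1 was lowest for the pro-apoptotic list at DN3, 7.68 (7.78 to 7.78), and highest for *Prkacb* at DN2, 9.82 (9.62 to 9.65), and for *Prkdc* at DN3, 8.67 (8.45 to 8.47). TLX1 pool 3 was lowest for the mast cell list at DN2, 3.09 (3.396 to 3.435).

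Camera called 7 lists that the paper does not discuss, and each call was lost with an estimated correlation between genes (adjusted p of 0.945 to 0.999). Interferon-stimulated genes had a median log2 fold change of 0.30 at DN1 (p = 5.47e-12 for the real split, 1.14e-11 for the highest other, 1 of 35 permutations), where chance cannot be excluded because the list was drawn up after members were seen in tables made from these samples. They had 0.20 at DN2 (p = 3.06e-07 and 5.13e-12, 7 of 35 permutations) and 0.20 at DN3 (3.99e-07 and 3.74e-15, 7 of 35), where chance cannot be excluded either. The interferon median at DN1 ran from 0.12 to 0.74 over 23 alternatives. Control pool 3 had a mean log2 signal of 7.96 for this list at DN1, with the other control pools at 8.61 to 8.80. Ribosomal protein genes had −0.18 at DN2 (p = 9.57e-10 and 8.66e-09, 1 of 35 permutations, also 0.143 after adjustment), where chance cannot be excluded. They had −0.20 at DN1 (7.88e-10 and 6.62e-17, 5 of 35 permutations) and −0.30 at DN3 (2.39e-13 and 9.64e-20, 3 of 35), where it cannot be excluded either. For the rest chance cannot be excluded. Mast cell and basophil genes had 0.54 at DN1 (p = 6.44e-05 and 2.04e-05, 2 of 35 permutations), progenitor and T-ALL oncogenes 0.15 at DN1 (0.00215 and 8.55e-05, 5 of 35), and Myc targets −0.070 at DN1 (0.00779 and 6.72e-09, 16 of 35). Double-strand break repair genes had 0.11 at DN2 (p = 0.00108 and 9.18e-05, 2 of 35 permutations). Immediate early genes had −0.47 at DN2 (0.00231 and 6.71e-13, 15 of 35 permutations) and −0.55 at DN3 (0.000864 and 2.86e-09, 11 of 35). Among the 18 splits balanced for sex, only the real one gave so small a p for the mast cell list at DN1 (p = 0.000293 by camera in the highest other permutation), the break repair list at DN2 (0.00551), the ribosomal list at DN2 and DN3 (8.66e-09 and 1.18e-08) and the interferon list at DN1 (1.14e-11), so the stronger splits for the mast cell and break repair lists and for ribosomal genes at DN3 were unbalanced for sex. For the others 2 of 18 (progenitor and ribosomal lists at DN1), 4 of 18 (interferon list at DN2 and DN3), 7 of 18 (Myc list, and immediate early list at DN3) and 8 of 18 (immediate early list at DN2) gave one as small, and 18 splits are too few to exclude chance.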

How the results depend on the processing

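The RNA index as a covariate and the variance prior with trend were chosen after the data were seen. All the other alternatives were set beforehand and all were run. Of 297 counts under an alternative, 200 lay within 1.5 times the reported count. Of 2140 values of lists, 1986 kept their side of the threshold (260 of them with the other sign and not called), 53 were no longer called, 83 became called and 18 changed direction where a call was involved. Of 5069 values of genes, 4967 kept their side (237 of them with the other sign and not called), with 32, 27 and 43 for the rest, where a turned sign is also counted if the reported value exceeds its standard error. The 4 pools per genotype, the few calls and the lists' dependence on the assumed correlation between genes limit every result. The cause of a change under a setting was not tested.

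The reported calls are 1, 1 and 5 higher and 0 lower, and the counts at the paper's thresholds are 247 higher and 168 lower at DN1, 250 and 428 at DN2, and 900 and 269 at DN3. Quantile normalization gave 2 and 2 higher calls at DN1 and DN2, 381 higher and 256 lower at the thresholds at DN2, and 1 call for DN3 against DN1. It turned the sign of *Myb* (0.039 at DN2), *Myb* (0.012 at DN3), *Notch1* (0.060 at DN3), *Bcl11b* (0.042 at DN3) and *Stmn1* (0.053 at DN3). It turned that of the ribosomal list at DN3 too (adjusted p = 0.730, median 0.0052). Median centring gave 2 and 2 higher calls at DN1 and DN2, 638 higher and 260 lower at the thresholds at DN2, and 1 call for DN3 against DN1. With no filter there were 2 higher and 3 lower calls at DN1, 5 and 6 at DN2, 1 lower at DN3 and 1 for DN3 against DN2. The thresholds then gave 581 and 735 at DN1, 593 and 1207 at DN2, and 852 lower at DN3. The stricter filter gave 2 higher calls at DN1 and 2 at DN3, with 88 and 24, 136 and 83, and 527 and 57 at the thresholds. The offset of 32 gave 3 higher calls at DN1 and 3 at DN2, with 74 and 8, 105 and 22, and 350 and 22 at the thresholds.

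With all 24 arrays and the pool as a random block, 2, 4 and 3 probe sets were called higher, and 169 were lower at the thresholds at DN3. The checkpoint list was then called at DN1 (adjusted p = 0.0495, median 0.15) and the cell cycle list was not at DN2 (0.385, median 0.064). For the stage difference the random block gave 1 call for DN3 against DN1. The replicate numbers were also used as a block, which gave 0, 1 and 2 higher calls at DN1, DN2 and DN3. After each genotype's mean is removed, TLX1 and control pools with the same number had correlations of 0.13, −0.25, −0.34 and 0.48 at DN1, 0.16, 0.036, −0.13 and 0.40 at DN2, and 0.19, −0.018, −0.052 and 0.37 at DN3. Only number 4 correlated best with its own number at each stage, and the numbers were not used to pair pools. The methods' unpaired test gave 0 calls at DN1 and 0 at DN2 after adjustment, where limma gave 1 each. At the thresholds it gave 163 higher and 109 lower at DN1, 134 and 260 at DN2, and 156 lower at DN3. Array weights gave 3 higher and 1 lower calls at DN1 and 2 higher at DN2, with 1414 and 968 at the thresholds at DN1, 518 higher at DN2 and 1471 higher at DN3. They turned the sign of *Pmaip1* (0.052 at DN1) and *Bbc3* (0.11 at DN1). With them the checkpoint list was called at DN1 (adjusted p = 5.13e-08, median 0.55) and DN3 (0.00302, median 0.15), the assembly list at DN1 (1.69e-06, median 0.41) and DN3 (0.0101, median 0.12), and the cell cycle list at DN1 (4.11e-06, median 0.36) but not at DN2 (0.0950, median 0.085).

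Without control pool 3 and TLX1 pool 2 together, the thresholds gave 438 higher and 397 lower at DN1, 163 higher at DN2 and 443 lower at DN3, with 4 higher calls at DN2 and 1 for DN3 against DN2. *Pmaip1* had 0.0021 at DN1. The checkpoint list was then called at DN1 (adjusted p = 2.47e-06, median 0.31) and DN3 (4.53e-10, median 0.27), the assembly list at DN1 (3.11e-05, median 0.18) and DN3 (1.35e-07, median 0.23), and the cell cycle list at DN1 (0.000267, median 0.17) and DN3 (0.000115, median 0.14). With the RNA index as a covariate, 0 probe sets were called at DN1 and 0 at DN3 by limma, and 1365 higher and 550 lower at DN1 and 1075 lower at DN3 reached the thresholds. It turned the sign of *Knl1* (−0.28 at DN1), *Mad1l1* (−0.40 at DN1) and *Cdkn1b* (−0.0084 at DN1), and of *Aars* (−0.17 at DN2), *Pik3cd* (0.010 at DN2) and *Prkacb* (−0.022 at DN2). At DN3 it turned that of *Prnp* (−0.0093), *Stambp* (−0.13), *Anapc5* (0.10), *Myb* (0.020), *Notch1* (0.048), *Bcl11b* (0.17), *Tlx1* (0.68), *Akt1* (−0.37, in the probe set of the paper's table), *Stk17b* (0.60, also in the table's probe set), *Zwint* (−0.0033), *Kntc1* (−0.080), *Stmn1* (0.36) and *Cdc25a* (−0.15). The standard errors of these genes were 0.23 to 1.23. At DN3 the index does not overlap between TLX1 and control pools, so the fit there cannot separate index from genotype. At DN1 it turned the checkpoint list (adjusted p = 4.24e-06, median −0.73), the assembly list (9.00e-09, median −0.70), cohesin and condensin (0.0105, median −0.40), cell cycle (9.06e-06, median −0.65), DNA replication (5.81e-07, median −0.60) and qRT-PCR genes (0.00494, median −0.92) lower, and ribosomal genes higher (0.0362, median 0.17). At DN3 it turned ribosomal genes (0.000218, median 0.38) and dendritic cell markers (0.00928, median 0.72) higher, and the interferon list (0.965, median −0.083) and the immediate early list (0.574, median −0.27) were no longer called, with camera's direction the other way. The variance prior with trend gave 2 higher calls at DN1 and 99 lower at the thresholds.

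With an estimated inter-gene correlation the checkpoint, assembly and cell cycle lists at DN2 all had an adjusted p of 0.945. With fgsea the checkpoint list was called at DN1 (adjusted p = 0.0244). By the median of a gene's probe sets the sign turned for *Stat5a* (0.00068 at DN1), *Rnmt* (−0.19 at DN1) and *Nr3c1* (−0.30 at DN1), for *Rasa1* (0.13 at DN2), *Api5* (0.14 at DN2), *Stat5a* (0.15 at DN2), *Pik3cd* (0.78 at DN2) and *Xiap* (−0.016 at DN2), and for *Stat5a* (0.34 at DN3), *Tnfaip3* (0.24 at DN3), *Kpnb1* (−0.20 at DN3) and *Cdk6* (0.020 at DN3). For *Rad21* (−0.12 at DN3), *Anapc5* (−0.14 at DN3) and *Stk17b* (0.066 at DN3) it turned from that of the probe set of the paper's table, and not from that of the brightest. In windows of 10 Mb the position test gave p = 0.433 by permutation.

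Of the other lists, those that crossed the threshold follow with camera's adjusted p. After quantile normalization, calls were gained for DNA replication at DN2 (0.0107, median 0.064) and endoplasmic reticulum genes at DN3 (0.0386, median 0.073) and lost for Myc targets at DN1 (0.175, median −0.075), ribosomal genes at DN1 (0.728, median −0.010), ribosomal genes at DN2 (0.740, median −0.023) and immediate early genes at DN3 (0.126, median −0.53). After median centring, calls were gained for myeloid markers at DN1 (0.0493, median 0.23) and DNA replication at DN2 (0.0247, median 0.16) and lost for Myc targets at DN1 (0.123, median −0.087). With no filter, calls were gained for DNA replication at DN2 (0.0487, median 0.058) and lost for Myc targets at DN1 (0.225, median −0.070). With the stricter filter, calls were gained for B cell markers at DN1 (0.0348, median 0.20) and lost for mast cell genes at DN1 (0.0833, median 0.54). With the offset of 32, calls were gained for myeloid markers at DN1 (0.00716, median 0.29), B cell markers at DN1 (0.0457, median 0.12) and DNA replication at DN2 (0.0457, median 0.056). With the random block, calls were gained for B cell markers at DN1 (0.0355, median 0.14) and endoplasmic reticulum genes at DN2 (0.0495, median 0.067) and lost for mast cell genes at DN1 (0.101, median 0.54). With the replicate block, calls were lost for Myc targets at DN1 (0.0601, median −0.070). With array weights, calls were gained for DNA replication at DN1 (1.76e-05, median 0.35) and lost for progenitor and T-ALL oncogenes at DN1 (0.0690, median 0.29) and Myc targets at DN1 (0.891, median −0.020). Without control pool 3 and TLX1 pool 2, calls were gained for DNA replication at DN1 (0.00492, median 0.13), DNA replication at DN2 (0.0496, median 0.038) and endoplasmic reticulum genes at DN2 (0.0366, median 0.068) and lost for progenitor and T-ALL oncogenes at DN1 (0.0665, median 0.23), Myc targets at DN1 (0.566, median −0.042), immediate early genes at DN2 (0.302, median −0.42) and immediate early genes at DN3 (0.302, median −0.50). With fgsea, calls were gained for DNA replication at DN2 (0.0244, median 0.058) and lost for immediate early genes at DN2 (0.0526, median −0.47). By the median of a gene's probe sets, calls were gained for the paper's anti-apoptotic genes at DN1 (0.00182, median 0.19), DNA replication at DN2 (0.0104, median 0.079), the paper's anti-apoptotic genes at DN2 (3.08e-05, median 0.33), qRT-PCR genes at DN2 (0.0471, median 0.14), endoplasmic reticulum genes at DN2 (0.0212, median 0.12), cohesin and condensin at DN3 (0.00671, median 0.14), the paper's anti-apoptotic genes at DN3 (2.06e-08, median 0.36) and endoplasmic reticulum genes at DN3 (0.00182, median 0.18) and lost for Myc targets at DN1 (0.204, median −0.064). With the RNA index as a covariate, calls were gained for break repair at DN1 (0.00177, median −0.46), p53 targets at DN1 (0.0169, median −0.33), T cell commitment at DN1 (0.0168, median −0.38), endoplasmic reticulum genes at DN1 (0.00678, median 0.32), myeloid markers at DN1 (0.0246, median 0.61), NK and innate lymphoid markers at DN1 (4.08e-06, median 0.75), DNA replication at DN2 (0.0174, median 0.084), qRT-PCR genes at DN2 (0.0142, median 0.22), endoplasmic reticulum genes at DN2 (0.0174, median 0.078), endoplasmic reticulum genes at DN3 (0.0202, median 0.17) and myeloid markers at DN3 (4.94e-08, median 1.50) and lost for interferon genes at DN2 (0.234, median 0.10). With an estimated correlation all 15 called lists were lost.

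With each pool left out in turn, the higher calls ran from 1 to 3 at DN1 and from 1 to 3 at DN2, and the lower calls from 0 to 1 at DN3 (1 without TLX1 pool 4). Counts at the thresholds ran from 155 to 514 higher and 126 to 533 lower at DN1, from 146 to 502 and 350 to 1008 at DN2, and from 661 to 1364 and 179 to 439 at DN3. Calls of a stage difference ran from 0 to 1 for each comparison. At DN1 the adjusted p ran from 5.15e-12 (without control pool 3) to 0.908 (without control pool 1) for the checkpoint list, from 1.05e-10 (without control pool 3) to 0.911 (without control pool 2) for assembly, from 1.03e-08 (without control pool 3) to 0.766 (without control pool 1) for the cell cycle, and from 3.70e-09 (without control pool 3) to 0.553 (without control pool 2) for DNA replication. It ran from 0.0154 (without control pool 3) to 0.927 (without TLX1 pool 1) for NK and innate lymphoid markers, which were lower in the first case (median −0.18), and from 2.40e-05 (without TLX1 pool 2) to 0.625 (without TLX1 pool 4) for the Myc list, higher without control pool 3 (adjusted p = 0.224, median 0.085). Still at DN1 it ran from 1.50e-11 (without TLX1 pool 3) to 0.980 (without TLX1 pool 4) for myeloid markers, from 0.00203 (without TLX1 pool 2) to 0.916 (without TLX1 pool 3) for dendritic cell markers, from 0.0378 (without TLX1 pool 1) to 0.389 (without control pool 3) for B cell markers, from 3.46e-05 (without control pool 2) to 0.154 (without control pool 3) for mast cell genes and from 0.00110 (without TLX1 pool 2) to 0.474 (without control pool 3) for progenitor and T-ALL oncogenes. It ran from 0.0415 (without TLX1 pool 2) to 0.969 (without TLX1 pool 4) for the anaphase promoting complex, from 0.00887 (without control pool 3) to 0.911 (without control pool 2) for cohesin and condensin, from 0.00927 (without control pool 3) to 0.971 (without TLX1 pool 1) for qRT-PCR genes and from 0.0345 (without control pool 2) to 0.896 (without control pool 3) for p53 targets. At DN2 it ran from 0.000226 (without control pool 3) to 0.389 (without control pool 4) for the cell cycle list, from 0.00562 (without TLX1 pool 3) to 0.661 (without TLX1 pool 4) for DNA replication, from 0.00139 (without control pool 2) to 0.225 (without control pool 4) for break repair, from 0.0121 (without TLX1 pool 3) to 0.735 (without TLX1 pool 4) for endoplasmic reticulum genes, from 2.19e-06 (without control pool 4) to 0.476 (without control pool 2) for immediate early genes, from 0.0457 (without control pool 2) to 0.842 (without control pool 3) for mast cell genes and from 0.0389 (without TLX1 pool 3) to 0.708 (without TLX1 pool 4) for thymic epithelium. At DN3 it ran from 7.69e-13 (without control pool 3) to 0.908 (without control pool 4) for the checkpoint list, from 4.89e-10 (without control pool 3) to 0.808 (without control pool 4) for assembly, from 7.04e-07 (without control pool 3) to 0.996 (without control pool 2) for the cell cycle, from 0.0319 (without control pool 3) to 0.971 (without TLX1 pool 1) for DNA replication, from 0.0461 (without control pool 3) to 0.971 (without TLX1 pool 1) for cohesin and condensin, from 0.0325 (without control pool 3) to 0.930 (without control pool 4) for break repair, from 3.72e-06 (without control pool 4) to 0.223 (without control pool 2) for immediate early genes and from 0.0443 (without TLX1 pool 4) to 0.953 (without control pool 2) for myeloid markers. *Mad1l1* at DN1 ran from −0.011 (without control pool 4) to 1.59 (without control pool 3).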

Differences from the paper's values

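No test in this part was chosen after the result was seen, apart from the following. The RNA index as a covariate and the variance prior with trend were added after the data were seen. Both are among the 23 alternatives for lists. The counts use the paper's thresholds with limma on the deposited signals. The paper's background reduction, filter on present and marginal flags and normalization to the mean of all samples cannot be repeated on these values. The 19 alternatives set before the data were examined for counts are quantile normalization, median centring, no filter, the stricter filter, the offset of 32, the pool as a random block, sex, the replicate block, array weights, both pools with cells outside the gates left out, each of the 8 pools left out, and the methods' unpaired test.

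The paper gives 89 higher probe sets at DN1 and limma gave 247. The stricter filter (88) and the offset of 32 (74) came within 1.5 times of the paper's count and the other 17 alternatives did not. The paper gives 14 lower at DN1 and limma gave 168, and none of the 19 alternatives came within 1.5 times (the offset of 32 gave 8). At DN2 the paper gives 139 higher and limma gave 250. The stricter filter (136), the methods' unpaired test (134), the offset of 32 (105), both pools with cells outside the gates left out (163), and the fits without TLX1 pool 1 (146), TLX1 pool 2 (172), TLX1 pool 3 (160) or control pool 3 (181) came within 1.5 times, and the other 11 did not. The paper gives 12 lower at DN2 and limma gave 428, and none of the 19 came within 1.5 times (the offset of 32 gave 22). At DN3 the paper gives 495 higher and limma gave 900. The stricter filter (527), the offset of 32 (350), the random block (706), both pools left out (617), the methods' unpaired test (666), and the fits without TLX1 pool 1 (661), TLX1 pool 2 (740) or control pool 1 (730) came within 1.5 times, and the other 11 did not. The paper gives 27 lower at DN3 and limma gave 269, and of the 19 only the offset of 32 (22) came within 1.5 times.

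For single probe sets the paper's log2 values are those of the fold changes in its tables. LOC433762, the unnamed probe set, 5830417I10Rik and the probe set of *Pik3cd* are near background in control pools, so the size of their log2 values depends on the floor. In control pools LOC433762 had signals of 10.1 to 17.3 at DN1 and of 2.74 to 15.0 at DN3, the unnamed probe set 2.28 to 10.1 at DN2 and 2.20 to 8.49 at DN3, 5830417I10Rik 5.00 to 8.86 at DN3, and the probe set of *Pik3cd* 1.86 to 11.6 at DN3. For LOC433762 at DN1 the paper's is 4.87 and 5.66 was found, and of 19 alternatives the 2 without both pools (5.33) and without TLX1 pool 2 (5.38) came within the error. For LOC433762 at DN3 the paper's is 6.24 and 7.55 was found, and 2 of 19 did, without both pools (7.00) and without control pool 3 (7.10). For the unnamed probe set the paper's is 6.64 at DN2 against 8.82, where 1 of 19 (the offset of 32, 5.68) did, and 6.34 at DN3 against 8.40, where 0 of 19 did. For 5830417I10Rik at DN3 the paper's is 2.74 and 3.50 was found, and 0 of 18 alternatives came within the error. For 1 probe set of *Pik3cd* at DN3 the paper's is 0.67 and 2.36 was found, and 3 of 19 did: the offset of 32 (0.56), without control pool 4 (1.92), and the median of the gene's probe sets (1.64). For *Ikbkb* at DN3 the paper's is 0.64 and 1.07 was found, and 7 of 20 did. They are quantile normalization (0.98), the offset of 32 (0.64), both pools left out (0.98), without TLX1 pool 1 (1.03), control pool 1 (0.95) or control pool 3 (0.99), and the median of the gene's probe sets (0.59).

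The paper states that more genes were higher than lower with TLX1 at every stage. At DN2 the count of lower probe sets exceeded that of higher ones (36.9% higher). There more were higher under 6 of the 19 alternatives: quantile normalization (59.8%), median centring (71.0%), the stricter filter (136 against 83), the offset of 32 (105 against 22), and without control pool 2 (405 against 383) or control pool 4 (445 against 403). At DN1 59.5% were higher, with more lower under 4 alternatives: no filter (735 against 581), and without TLX1 pool 1 (187 against 155), TLX1 pool 4 (371 against 290) or control pool 3 (533 against 514). At DN3 77.0% were higher, and more were higher under each of the 19. With the RNA index as a covariate, which is not among the 19, more were lower at DN3 (1075 against 929). The index does not overlap between TLX1 and control pools at DN3, so this fit cannot decide the direction there.

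The paper describes a set of anti-apoptotic genes as higher with TLX1. All the probe sets of its tables had that sign here, but by the brightest probe set of each gene 7 of 15 were negative at DN3, among them *Tnfaip3* (−0.32), *Stat5a* (−0.25), *Rasa1* (−0.16), *Api5* (−0.14) and *Akt1* (−0.065), and the list was not called by camera (adjusted p = 0.741). By the median of each gene's probe sets it was called (adjusted p = 2.06e-08, median 0.36, in a range of 2.06e-08 to 0.999 over 23 alternatives). The 8 genes with the paper's direction in both were *Prkacb* (0.53), *Aars* (0.42), *Prnp* (0.40), *Stambp* (0.15), *Babam2* (0.13), *Dnajc5* (0.046), *Gsk3b* (0.0025) and *Men1* (0.00053). *Stk17b*, described as lower, had −0.57 in the table's probe set and 0.12 in the brightest, and *Elmo1*, also described as lower, had −0.31 and −0.080. Of the 6 genes of chromosome segregation that the paper describes, *Anapc1* (−0.065), *Anapc5* (−0.16), *Smc1a* (−0.052) and *Rad21* (−0.24) had the opposite sign by their brightest probe sets at DN3, and *Cdc23* (0.45) and *Stag1* (0.065) did not.

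The paper reports from qRT-PCR that the following genes, which are those analysed here, differ between TLX1 and control thymocytes. On the arrays, by their brightest probe sets, each had an adjusted p from limma of at least 0.860. It reports higher *Aurka* and *Bub1*, which had log2 fold changes of 0.23, 0.41 and 0.20, and of 0.13, 0.11 and −0.015, at DN1, DN2 and DN3. It reports higher *Anapc5*, which had −0.13, −0.091 and −0.16 but 1.69 at DN3 in the probe set of the paper's table, and higher *Myc* and *Myb*, which had −0.12, 0.063 and −0.15, and 0.20, −0.13 and −0.29. *Myb* turned to 0.039 at DN2 and 0.012 at DN3 after quantile normalization. It reports higher *Brca1* and *Birc5* at DN2, which had 0.16 and 0.17 (for *Brca1* 1.01 and 0.74 in the probe sets of the paper's table, and 0.78 and 0.60 at DN3), higher cyclin A, with *Ccna2* at 0.033, 0.17 and −0.035, and lower *Chek1* at DN1, which had 0.0038. The standard errors at DN1 were 0.60 for *Chek1*, 0.68 for *Aurka* and 0.67 for *Bub1*, too large to show a direction there. *Chek1* at DN1 ranged from −0.94 to 0.52 over 22 alternatives. As a list, the 9 genes had an adjusted p of 0.963, 0.341 and 0.611 from camera at DN1, DN2 and DN3.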

Other observations

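No test in this part was chosen after the result was seen except the RNA index as a covariate and the variance prior, which are among the alternatives, but the interferon, myeloid, mast cell and endoplasmic reticulum lists were drawn up after the paper's tables were read and are not independent evidence.

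Interferon-stimulated genes were higher as a list in TLX1 thymocytes at each stage, which the paper does not describe, but each call was lost with an estimated correlation between genes (adjusted p = 0.945 at each stage). At DN1, 31 of 35 were positive, with *Oasl2* at a log2 fold change of 1.01 (standard error 0.30), *Mx2* at 0.66 (standard error 0.26), *Oasl1* at 0.59 and *Oas2* at 0.49 (camera, adjusted p = 2.54e-10). At DN2, 30 were positive, with *Ifit3* at 0.71 (standard error 0.28), *Rsad2* (by its brightest probe set) at 0.69, *Oasl1* at 0.58 and *Usp18* at 0.58 (adjusted p = 4.07e-06). At DN3, 32 were positive, with *Ifit3* at 1.02 (standard error 0.32), *Stat2* at 0.74, *Oasl1* at 0.55 and *Usp18* at 0.54 (adjusted p = 4.64e-06). The list's mean log2 signal was 8.84 ± 0.28 (SD, n = 4 pools) in TLX1 and 8.52 ± 0.38 in control pools at DN1, 8.70 ± 0.24 and 8.47 ± 0.19 at DN2, and 8.71 ± 0.15 and 8.44 ± 0.26 at DN3. Much of the size of these differences rests on single pools. Control pool 3 had 7.96 at DN1 (other control pools 8.61 to 8.80) and 8.14 at DN3 (8.40 to 8.77). TLX1 pool 3 had 9.01 at DN2 (other TLX1 pools 8.42 to 8.70). With each pool left out in turn, the highest adjusted p was 0.0392, 0.00459 and 0.0308 at DN1, DN2 and DN3. Over 23 alternatives the adjusted p ran from 2.37e-12 to 0.945 at DN1, from 9.41e-08 to 0.945 at DN2 and from 2.84e-12 to 0.965 at DN3, with calls in 22, 21 and 21. It was 0.234 at DN2 and 0.965 at DN3 with the RNA index as a covariate. Limma called 0 members over all probe sets and 0 adjusted over the list alone, with 3, 4 and 3 at an unadjusted p under 0.05.

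Ribosomal protein genes were lower as a list, with 40, 44 and 41 of 47 negative at DN1, DN2 and DN3, but not after quantile normalization, where the adjusted p was 0.728, 0.740 and 0.730 and the DN3 median turned positive (0.0052). *Rpl39* had −0.49, *Rpl37a* −0.25, *Rps29* −0.24 and *Rps28* −0.21 at DN2, and *Rpl41* had −0.42, *Rpl4* −0.35, *Rpl38* −0.34 and *Rpl7* −0.28 at DN3. Camera gave an adjusted p of 2.23e-08 at DN1 and DN2 and of 2.22e-11 at DN3, and each call was lost with an estimated correlation between genes (adjusted p = 0.945 at each stage). It ran from 6.77e-14 to 0.945 at DN1, from 1.06e-11 to 0.945 at DN2 and from 4.93e-17 to 0.945 at DN3 over 23 alternatives. With the RNA index as a covariate the list was higher at DN1 (median 0.17), so RNA quality may bear on it. The list was also higher at DN3 (0.38), where the index does not overlap between TLX1 and control pools and the fit cannot separate index from genotype. Limma called 0 members over all probe sets and 0 adjusted over the list alone, with 0, 2 and 8 at an unadjusted p under 0.05.

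Immediate early genes were lower as a list at DN2 and DN3, but both calls were lost without control pool 2 (adjusted p = 0.476 and 0.223, medians of −0.060 and −0.18). That pool had mean log2 signals of 8.94 and 9.14 for the list, with the other control pools at 6.50 to 7.97 and 6.83 to 8.25. The calls were also lost without TLX1 pool 2 (0.144 and 0.154), and the DN2 call without TLX1 pool 4 (0.0692) or control pool 1 (0.0542). *Egr2* had −1.34 (standard error 0.37), *Fosb* −1.86 (standard error 1.04), *Ier3* −0.99 (standard error 0.43) and *Dnajb1* 0.27 at DN2, and *Nr4a1* had −1.70 (standard error 0.69), *Fosb* −1.69, *Egr2* −0.81 and *Nfkbia* −0.57 at DN3. *Egr2* had signals of 4.98 to 14.6 and 7.99 to 11.8 in control DN2 and DN3 pools, near the floor. Camera gave an adjusted p of 0.654, 0.0154 and 0.00803 at DN1, DN2 and DN3 (0.999 at DN2 and 0.979 at DN3 with an estimated correlation), and over 23 alternatives it ran from 2.19e-06 to 0.999 at DN2 and from 3.72e-06 to 0.979 at DN3. These genes respond to handling of cells as well as to signals, and no measure of handling is part of the arrays.

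Mast cell and basophil genes (7 analysed) were higher as a list in TLX1 DN1 pools, with *Mcpt1* at 0.84 (standard error 0.32), *Mcpt2* at 0.77 (standard error 0.42), *Mcpt4* at 0.70 (standard error 0.57) and *Cpa3* at 0.54 (standard error 0.32). The adjusted p from camera was 0.000666, 0.581 and 0.963 at DN1, DN2 and DN3 (0.945 at DN1 with an estimated correlation, and from 1.14e-06 to 0.945 over 23 alternatives), and the call was lost without control pool 3 (0.154, median 0.41). *Mcpt2* had signals of 692 to 1585 in TLX1 and of 306 to 1078 in control DN1 pools, and the sort that the paper describes, by CD44 and CD25, uses no marker of mast cells. Myeloid markers had 0.0859, 0.835 and 0.999 (at DN1 from 1.50e-11 without TLX1 pool 3 to 0.980 without TLX1 pool 4, and at DN3 higher at 4.94e-08 with a median of 1.50 with the RNA index as a covariate, an alternative chosen after the data were seen, and lower at 0.0443 with a median of −0.20 without TLX1 pool 4), with *Itgam* at 1.54 at DN1 (standard error 0.35), the 1 gene called when adjusted over the list alone. Erythroid markers (3 measured) had 0.124, 0.729 and 0.949, with *Epor* lower at DN3 adjusted over the list alone (−1.08, standard error 0.30).

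Of progenitor and T-ALL oncogenes, *Erg* had 1.09 (standard error 0.39), *Lmo2* 0.73 (standard error 0.31), *Spi1* 0.63 (standard error 0.28) and *Tlx1* −0.52 (standard error 0.23) at DN1, and the list had an adjusted p of 0.0154, 0.963 and 0.729 at DN1, DN2 and DN3 (0.945 at DN1 with an estimated correlation, and from 6.04e-05 to 0.945 over 23 alternatives). The mouse *Tlx1* probe set may not read the human transgene. Its signals at DN1 were near background, 7.64 to 11.4 in TLX1 and 10.3 to 17.3 in control pools. The call was lost without control pool 3 (0.474), TLX1 pool 4 (0.347) or TLX1 pool 1 (0.0882), and control pool 3 had a mean log2 signal of 5.87 for the list at DN1, with the other control pools at 6.32 to 6.37. Double-strand break repair genes had 0.963, 0.00917 and 0.504, with 22 of 26 positive at DN2 (*Polm* 0.94, *Parp1* 0.46, *Nhej1* 0.41 and *Rad54l* 0.21, standard errors 0.64, 0.20, 0.14 and 0.18, with *Polm* at signals of 3.29 to 20.8 in control pools), and 0.945 at DN2 with an estimated correlation (from 0.00139 to 0.945 over 23 alternatives), and the call was lost without control pool 4 (0.225) or TLX1 pool 1 (0.0639). Myc targets had 0.0483, 0.504 and 0.960, with *Cad* at −0.22, *Npm1* at −0.20, *Mybbp1a* at −0.18 and *Hspe1* at −0.16 at DN1, and 0.999 at DN1 with an estimated correlation (from 1.12e-07 to 0.999 over 23 alternatives). Without control pool 3 the Myc list had a positive median of 0.085 at DN1 (0.224), and its call was also lost without TLX1 pool 1 (0.229), 3 (0.325) or 4 (0.625).

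The other lists were not called by camera at any stage. The adjusted p at DN1, DN2 and DN3 was 0.222, 0.341 and 0.999 for p53 targets, 0.835, 0.963 and 0.311 for T cell commitment genes, and 0.963, 0.0863 and 0.311 for endoplasmic reticulum genes. It was 0.0713, 0.341 and 0.963 for B cell markers, 0.654, 0.890 and 0.945 for NK and innate lymphoid markers, 0.141, 0.870 and 0.963 for dendritic cell markers (at DN1 from 0.00203 without TLX1 pool 2 to 0.916 without TLX1 pool 3), and 0.619, 0.341 and 0.906 for thymic epithelium. It was 0.999, 0.963 and 0.369 for fibroblasts and endothelium, 0.963, 0.640 and 0.182 for γδ T cells, and 0.723, 0.963 and 0.884 for double-positive and mature αβ T cells. *Notch1* had log2 fold changes of 0.21, −0.040 and −0.15, and *Bcl11b* −0.059, −0.086 and −0.14.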
